# Genome-wide gene expression analysis supports a developmental model of low temperature tolerance gene regulation in wheat (*Triticum aestivum L*.)

**DOI:** 10.1186/1471-2164-12-299

**Published:** 2011-06-07

**Authors:** Debbie Laudencia-Chingcuanco, Seedhabadee Ganeshan, Frank You, Brian Fowler, Ravindra Chibbar, Olin Anderson

**Keywords:** wheat, transcriptional profiling, low temperature adaptation, cold acclimation, vernalization, microarrays

## Abstract

**Background:**

To identify the genes involved in the development of low temperature (LT) tolerance in hexaploid wheat, we examined the global changes in expression in response to cold of the 55,052 potentially unique genes represented in the Affymetrix Wheat Genome microarray. We compared the expression of genes in winter-habit (winter Norstar and winter Manitou) and spring-habit (spring Manitou and spring Norstar)) cultivars, wherein the locus for the vernalization gene *Vrn-A1 *was swapped between the parental winter Norstar and spring Manitou in the derived near-isogenic lines winter Manitou and spring Norstar. Global expression of genes in the crowns of 3-leaf stage plants cold-acclimated at 6°C for 0, 2, 14, 21, 38, 42, 56 and 70 days was examined.

**Results:**

Analysis of variance of gene expression separated the samples by genetic background and by the developmental stage before or after vernalization saturation was reached. Using gene-specific ANOVA we identified 12,901 genes (at *p *< 0.001) that change in expression with respect to both genotype and the duration of cold-treatment. We examined in more detail a subset of these genes (2,771) where expression was highly influenced by the interaction between these two main factors. Functional assignments using GO annotations showed that genes involved in transport, oxidation-reduction, and stress response were highly represented. Clustering based on the pattern of transcript accumulation identified genes that were up or down-regulated by cold-treatment. Our data indicate that the cold-sensitive lines can up-regulate known cold-responsive genes comparable to that of cold-hardy lines. The levels of expression of these genes were highly influenced by the initial rate and the duration of the gene's response to cold. We show that the *Vrn-A1 *locus controls the duration of gene expression but not its initial rate of response to cold treatment. Furthermore, we provide evidence that *Ta.Vrn-A1 *and *Ta.Vrt1 *originally hypothesized to encode for the same gene showed different patterns of expression and therefore are distinct.

**Conclusion:**

This study provides novel insight into the underlying mechanisms that regulate the expression of cold-responsive genes in wheat. The results support the developmental model of LT tolerance gene regulation and demonstrate the complex genotype by environment interactions that determine LT adaptation in winter annual cereals.

## Background

Low temperature (LT) is a major abiotic stress that limits the growth, productivity and geographical distribution of agricultural crops. Even in established agricultural production areas, seasonal or episodic freezing events can lead to significant crop loss. In the U.S., ten percent of the sources for claims filed under the Federal crop insurance since 1988 have been due to frost, freeze and cold weather http://www.ers.usda.gov. Clearly, the development of crops with better adaptation to cold could save billions of dollars. Crops with improved LT tolerance also have a role to play in the goal towards multiple land use and sustainable production systems. Greater LT tolerance allows more flexibility in farm management choices thereby increasing the opportunity to create more environmentally friendly production systems, reduce herbicide costs, increase crop moisture utilization, lower energy requirements, and increase productivity.

Identifying and understanding the mechanisms of LT adaptation is crucial to the development of cold-tolerant crops. The Triticeae tribe of the grass family includes some of the most cold-hardy winter annual plants. Wheat, barley, and rye are grown in temperate regions throughout the world and account for a third of the total world grain. The ability to survive freezing within each of these species differs significantly - some cultivars can survive winter (cold-hardy winter cultivars) in temperate climates while others cannot (cold-sensitive spring cultivars) - making members of the Triticeae tribe an excellent system in which to study LT adaptation in plants.

The two major loci that control LT tolerance in Triticeae are the frost resistance *Fr-1 *and *Fr-2 *[1]. The *Fr-1 *locus is tightly linked to the vernalization locus *Vrn1*, the major regulator of the transition of the vegetative to reproductive meristem in response to cold treatment. Allelic variations in the *Vrn1 *locus are the main determinants of the winter and spring habit in wheat and barley [2,3]. The *Vrn1 and Fr-1 *loci have not been genetically uncoupled, and are hypothesized to be the same locus [4]. The pleiotropic effects of the *Vrn1 *locus can explain most of the associated LT tolerance and winter habit [4,5]. Thus, for this paper we will refer to this locus as *Vrn1*. The *Fr-2 *locus contains a cluster of C-repeat binding transcription factors (CBFs), known to be involved in the regulation of cold induced genes in several plant species including members of the Triticeae tribe [6,7]. Since both the *Vrn1 *and *Fr-2 *loci are located in the long-arm of chromosome 5 in wheat, the interpretation of data from previous experiments comparing the response of spring and winter genotypes to cold treatment do not separate the effect of variations at the *Vrn1 *and *Fr-2 *loci [8,9].

Phenotypic studies in Triticeae have shown that LT-induced protective mechanisms are developmentally regulated and involve acclimation processes that can be stopped, reversed and restarted [10]. Several studies have shown that the transition of the shoot apex from vegetative to reproductive meristem is highly correlated with a decline in the ability to induce LT tolerance upon cold treatment [11,12]. This observation was incorporated in a developmental model of LT tolerance gene regulation [10] wherein the genes that determine the length of the apical meristem vegetative stage act as switches that control the duration of expression of LT tolerance genes [13,14] and a rate component, which is related to the differences in threshold induction temperatures [15], determine the degree that these genes are up regulated. The model contends that the full expression of cold hardiness genes only occurs in the vegetative stage. Thus, plants that are already in the reproductive phase have a limited ability to re-acclimate following periods of exposure to warm temperatures. The model predicts that genotypes with longer vegetative stage are more responsive to extended periods of temperatures in the acclimation range, hence, have higher potential to develop LT tolerance.

The availability of a set of reciprocal near-isogenic lines (NILs) for the *Vrn-A1 *locus of a tender spring habit (cv Manitou - *Vrn-A1*) and a cold hardy winter habit (cv Norstar - *vrn-A1*) genotype [16,17] provided an opportunity to design experiments that determine the effect of the *Vrn1 *locus on the rate and the duration components of the developmental model for LT tolerance gene regulation without the confounding effect of the *Fr-2 *locus. In this paper, the phenotypic response of these lines to cold treatment was investigated utilizing microarray analyses to identify and assess the relative expression patterns of cold-responsive genes and their association with the development of LT tolerance. We report on the impact of the *Vrn-A1 *locus on global gene expression during vernalization and LT acclimation and compared LT induced gene expression in tender and cold hardy genetic backgrounds when the effect of *Vrn-A1 or Fr-2 *locus has been neutralized. We focused on a set of genes whose expression shows strong interaction between genotype and duration of cold treatment and assessed their potential role in vernalization and cold acclimation. Our data provided a strong molecular support for the developmental model of LT tolerance gene regulation in wheat.

## Materials and methods

### Plant materials

Wheat (*Triticum aestivum *L.) cultivars and near isogenic lines (NILs) used in this study were developed and characterized as previously described [4]. Briefly, the winter cultivar 'Norstar' (*vrn-A1*) and the spring cultivar 'Manitou' (*Vrn-A1*) were crossed to produce an initial hybrid that was then backcrossed 10× to each parent. In subsequent generations, each BCF_1 _of the previous generation was selected for heterozygosity (*Vrn1/vrn1*) at the *Vrn-A1 *locus. When winter Norstar was the recurrent parent, heterozygosity at the *Vrn-A1 *locus was based on the spring habit, which would be *Vrn1/vrn1*, due to the dominance of the spring habit allele, whereas all other progeny would be winter habit. When spring Manitou was the recurrent parent, heterozygosity (*Vrn1/vrn1*) at the *Vrn-A1 *locus was based on the heterozygotes' flowering time, which was several weeks later than that of the homozygous (*Vrn1/Vrn1*) spring habit. This phenotype-based selection ensured that the donor parent allele was incorporated into the genetic background of the recurrent parent.

### Phenotypic studies

For these studies, imbibed seeds were held in the dark for 2 days at 4°C and then transferred to an incubator and held for 3 days at 22°C. Actively germinating seeds were transferred, embryo down, to plexiglass trays with holes backed by a 1.6 mm mesh screen and grown for 10 days in hydroponic tanks filled with continuously aerated one-half strength modified Hoagland's solution[15] at 20°C in 16-hour days at 320 μmol m^-2^s^-1 ^PPFD, by which time they had 3-4 fully developed leaves and visible crowns. These seedlings were then transferred to 6°C chambers (measured at crown level) under 16-hour photoperiod and 220 μmol m^-2^s^-1 ^PPFD and sampled at regular intervals. The experimental design was a 4 (genotypes) × 16 (cold treatment periods: 0, 2, 7, 14, 21, 28, 35, 42, 49, 56, 63, 77, 84, 91 and 98 days) factorial in a randomized complete block design with three replicates.

#### Freeze test response

The LT_50 _(temperature at which 50% of the plants are killed by LT stress) of each genotype at the end of each LT acclimation period was determined using the procedure outlined by Fowler, 2008 [15]. Crowns were covered in moist sand in aluminum weighing cans and placed in a programmable freezer that was held at -3°C for 12 h. After 12 h they were cooled at a rate of 2°C h^-1 ^down to -17°C, then cooled at a rate of 8°C h^-1^. Five crowns were removed from the freezer at 2°C intervals for each of five test temperatures selected for each genotype in each treatment. Samples were then thawed over night at 3°C. Thawed crowns were transplanted into 52 × 26 × 6 cm black plastic trays (Kord Products, Bramalea, ON, Canada) containing "Redi-earth" (W. R. Grace and Co. of Canada Ltd., Ajax, ON, Canada) for re-growth. The trays were placed in a growth room maintained at 20°C with a 16-hour day and 4-hour night. Plant recovery was rated (alive vs. dead) after 3 weeks and LT_50 _was calculated for each sample.

#### Flowering time response

Time to flowering was estimated using the final leaf number (FLN) procedure previously described [16]. The time when the final leaf is produced indicates the period that the shoot apical meristem has transitioned from vegetative to a reproductive phase. Germinated seeds exposed to 6°C as outlined above were planted in pots (2 plants/pot) and transferred weekly to 20°C chambers under conditions favoring floral induction (20°C, 16-hour photoperiod). The tops of the pots were wrapped in aluminum foil to minimize radiant heat absorption from the lights and the plants were uniformly fertilized with "Osmocote" (Chisso-Asahi Fertilizer Co., Tokyo, Japan) sustained-release fertilizer and a nutrient-complete ("Tune-up" TM, Plant Products Ltd., Brampton, ON, Canada) water-soluble solution as required. Leaves were numbered and the plants were grown until the flag leaf emerged and the FLN on the main shoot could be determined. Saturation of the vernalization requirement was considered complete for each genotype once the cold treatment no longer reduced its FLN.

#### Shoot apical meristem (SAM) development

The stage of SAM development during cold treatment was determined by dissection of a minimum of three shoot apices from the main stem of plants grown at 20°C (floral inductive condition) for 10 or more days after they were removed from vernalization at 6°C. The mean number of days to double ridge formation (marker of a reproductive meristem) was recorded for the dissected apices per time point.

### Global gene expression profiling

The experimental design for the microarray studies included 4 genotypes (winter Norstar and spring Norstar NIL and spring Manitou and winter Manitou NIL) acclimated at 0, 2, 14, 21, 35, 42, 56, and 70 days. Crown tissue was harvested after each acclimation period at the same time each day to neutralize circadian rhythm effect. RNA was isolated from three biological replicate samples (pool of 25 crowns/sample) for each acclimation period.

#### RNA extraction

Total RNA was extracted from crown tissues using a modified Trizol method (Invitrogen, Inc., Burlington, Ontario, Canada). Briefly, about 0.5 g of tissue was ground in liquid nitrogen and the powder was mixed thoroughly with 5 mL of Trizol reagent in an RNAse-free petri dish. The slurry was transferred to a 15-mL RNAse-free tube and mixed with an equal volume of chloroform. The mixture was centrifuged at 2700 × g at 4°C for 10 minutes, the supernatant transferred to a new tube and the chloroform extraction repeated once more. Total RNA was precipitated using isopropanol and the pellet briefly dried and re-suspended in 600 μL of RNAse-free water. The total RNA was then quantified on a spectrophotometer and cleaned using the Purelink Micro-to-Midi RNA clean-up kit (Invitrogen, Inc., Burlington, Ontario, Canada) according to manufacturer's instructions.

#### Microarray hybridization and data analysis

The Affymetrix Wheat Genome GeneChip array was used to interrogate the RNA samples. RNA labelling and microarray hybridization were performed according to the manufacturer's instructions (Affymetrix Inc, Santa Clara, CA USA). Microarray data were extracted from scanned GeneChip images and analyzed using the Affymetrix Microarray Suite (MAS) version 5.0. Probe set signal normalization and summarization was carried out using the Robust Multi-array normalization algorithm (RMA), as implemented in GeneSpring software. RMA normalized values were filtered for those present (as determined by the Affymetrix MAS probe summarization protocol) in 2 out of 3 of the biological replicates for each time-point.

The RMA normalized values were used as input in a gene-specific ANOVA and a false discovery rate correction with a cut-off at P = 0.01, was used to identify genes that show differential accumulation during cold treatment. ANOVA was implemented using SAS version 9.0 (SAS Institute). K-means clustering of gene expression profiles was implemented using Genesis [18]. Gene expression values (log 2) were median-centered before clustering using k-means algorithm with 50 iterations, Euclidian distance and 8 clusters. Gene Ontology annotations were clustered using Blast2GO [19]. A list of probesets matching rice and Brachypodium gene loci was generated using HarvEST http://www.harvest-web.org.

For the purpose of this work, a probe set was deemed to represent a potentially unique wheat gene and the accumulation of its transcript as measured by the signal intensities in each probe set represent the "expression" of the gene. The dataset was further filtered to remove cross-hybridizing probes based on the Affymetrix probe set name designation but retaining those that recognizes splice variants of the same gene. The wheat oligoarray database at http://www.plexdb.org was used to verify the most recent annotations for the probesets.

Microarray data have been deposited to the NCBI Gene Expression Omnibus (GEO) database with Accession Number GSE23889.

## Results and Discussion

### 1 Genetic stocks and experimental design

To investigate low-temperature tolerance in cereals we compared the response to cold of four near-isogenic lines (NILs) previously generated [16] from two cultivars, one a non-hardy spring wheat (spring Manitou) and the other a very cold-hardy winter wheat (winter Norstar), wherein the major vernalization locus *Vrn-A1 *was swapped (Table 1). Ten backcrosses to the recurrent parents prior to selfing produced homozygous NILs (spring Norstar and winter Manitou) that are theoretically > 99.95% genetically similar to the parental lines. Based on the location of neighboring markers on chromosome 5AL in a mapping population developed from a winter Norstar × winter Manitou [9], the winter Norstar region *vrn-A1 *locus carried by winter Manitou was estimated to be less than 37 cM [4]. The CBF cluster in the *Fr-2 *locus, which is distally located 30 cM away [15,19], was not included in the swapped *Vrn-A1 *region [4], thus, was fixed in the Norstar and Manitou backgrounds.

**Table 1:** Genotype, LT50 and FLN of near isogenic lines used in these studies

Line	Genotype	LT50	FLN
winter Norstar	vrn-A1, vrn-B1, vrn-D1	-23a	13a
spring Manitou	***Vrn-A1***, vrn-B1, vrn-D1	-8.3c	8c
winter Manitou	vrn-A1, vrn-B1, vrn-D1	-13.3b	10b
spring Norstar	***Vrn-A1***, vrn-B1, vrn-D1	-13b	11b

FLN (final leaf number) indicates the onset of the transition of the apical meristem from vegetative to reproductive stage; LT50 indicates the lowest temperature by which 50% of the treated samples survived after vernalization; a to c - within columns, means followed by the same letter are not different as determined by Duncan's new multiple range test (P < 0.05).

These lines allowed us to design experiments to compare the effect of cold temperature on the phenotype and changes in global gene expression in spring and winter hexaploid wheat without the confounding effects of genetic variations in the *Vrn-A1 *and the *Fr-2 *loci. Comparison between lines with the same genetic background e.g. winter Norstar versus spring Norstar or spring Manitou versus winter Manitou will reveal differentially expressed genes highly correlated with the *Vrn-A1 *locus. Conversely, comparison between lines with similar growth habits e.g. winter Norstar versus winter Manitou or spring Manitou versus spring Norstar neutralizes the effect of the *Vrn-A1 *locus on gene expression.

### 2 Phenotypic response of wheat to cold treatment

We investigated the phenotypic response to cold of the four genetic stocks we used in this experiment by measuring their final leaf number (FLN) and their tolerance to cold temperature (LT_50_). The parental cultivars, winter Norstar and spring Manitou, and the NILs, spring Norstar and winter Manitou, were evaluated over 16 cold treatment periods at 6°C under a 16-hour (long) day. Analyses of variance showed that genotype, the duration of cold treatment and their interactions were highly significant (P < 0.001) for LT_50 _and FLN indicating that there were measurable differences in the response to cold treatment (Figure 1 and Table 1).

**Figure 1:**
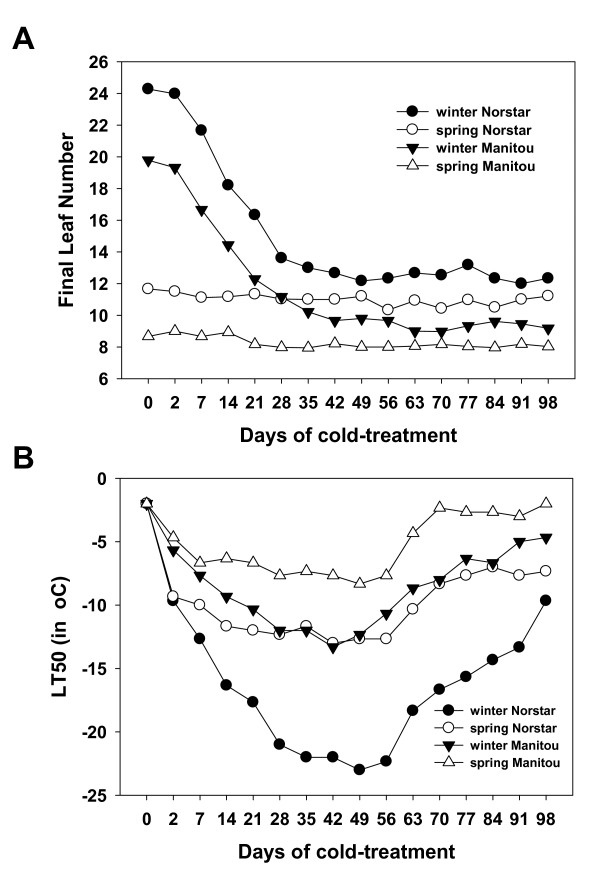
**Phenotypic response to cold-treatment**. A) Final leaf number (FLN) and B) Low-temperature tolerance (LT_50_) of winter Norstar and spring Manitou and the near isogenic lines spring Norstar and winter Manitou acclimated at 6°C for 0 to 98 days (SE of data points = 0.62).

#### 2.1 Vernalization response

Vernalization is the acceleration of the competence to flower by cold-adapted plants upon exposure for a period of time to low non-freezing temperature. In cereals with vernalization requirement, exposure to temperatures in the vernalization range shortens the vegetative phase and decreases the FLN. A vernalization response reduces the risk of winter habit cultivars entering the cold-sensitive reproductive stage until the danger of low temperature damage has passed. Vernalization saturation is the point at which a plant no longer requires further exposure to vernalization temperatures to enter the reproductive phase under warm inductive conditions [16,17].

Vernalization saturation is considered to have been achieved once cold treatment no longer reduces the FLN of a genotype. At this point, the primordia on the shoot apex stop forming leaves and start developing the reproductive structures of the spike when exposed to inductive conditions. Consequently, the time at which the minimum FLN is reached identifies the time when the transition from the vegetative to the reproductive (VRT) phase occurs. Consistent with previous reports [16,17], the changes in FLN in response to cold treatment in the biological material we used showed that the spring habit cultivars do not need vernalization to flower (Figure 1A). The apical meristem of spring Manitou and spring Norstar were already programmed to transition to reproductive stage at 15 days after seed imbibition, even before they were subjected to cold treatment. In contrast, 49 days of cold treatment were required for winter Norstar to reduce its FLN from 24 leaves to 12 while winter Manitou required cold treatment for 42 days to reduce its FNL number from 20 to 9.

The changes in the shoot apex morphology in response to cold treatment were also monitored by dissection after seedlings were grown under inductive conditions. As shown in Figure 2, spring Manitou shoot apex developed double ridges, without vernalization treatment, thus, was already competent to flower. However, even though it shares the same vernalization alleles as spring Manitou, double ridge formation was delayed in spring Norstar (Figure 2E), indicating that factors outside of the swapped *Vrn-A1 *locus are involved in the acceleration of competence to flower. In this instance spring Norstar had a minimum FLN that was greater than spring Manitou, which delayed the vegetative/reproductive transition independent of the vernalization gene. In contrast, the meristem of unvernalized winter habit lines remained in the vegetative stage for the duration of the experiment even when grown under inductive conditions (data not shown). It took about 35 days and 49 days of vernalization for the apical meristem of winter Manitou and winter Norstar, respectively, to reach vernalization saturation (Figure 1A).

**Figure 2:**
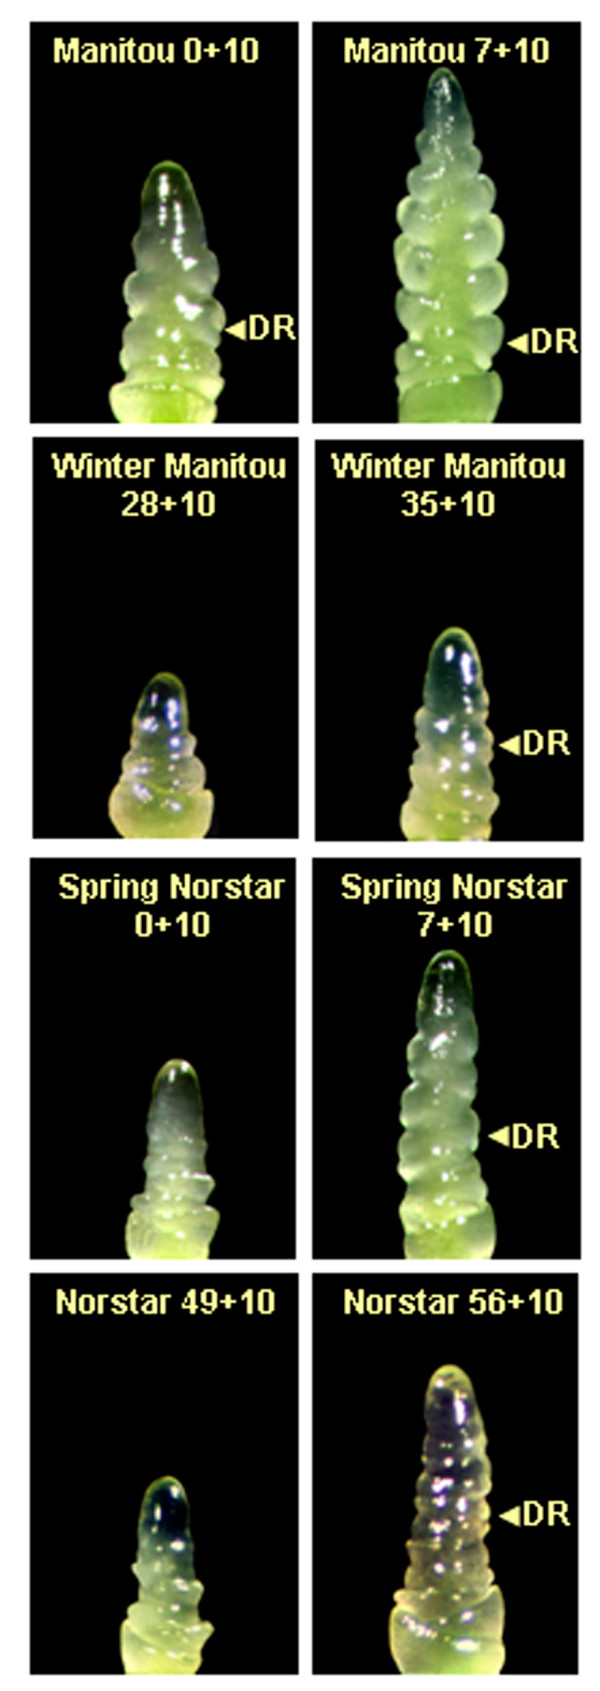
**Shoot apex development in winter Norstar and spring Manitou and the near isogenic lines spring Norstar and winter Manitou**. Day 0 is the start of vernalization/acclimation at 6°C following 2 d growth at 4°C plus 13 d at 20 to 22°C (15 day pre-treatment). First number in each plate indicates the days the plants were grown at 6°C. Second number (10) indicates that the plants were grown an additional 10 days at 20°C before sampling for dissection e.g., 7 + 10 indicates 7 d at 6°C followed by 10 d at 20°C. Arrow indicates double ridge. The apices of samples that bracket the vegetative to reproductive phase transition for each genotype are shown. A) Manitou 0+10 SAM at stage-5; B) Manitou 7+10 SAM at stage-7; C) Winter Manitou 28+10 SAM at stage 0; D) Winter Manitou 35+10 SAM at early stage-5; E) Spring Norstar 0+10 SAM at stage-2 F) Spring Norstar 7+10 SAM at stage-5; G) Winter Norstar 49+10 SAM at stage-2 H) Winter Norstar 56+10 SAM at stage-5. DR, double ridge, was used as a marker of a reproductive meristem.

#### 2.2 Cold-acclimation

Cold acclimation is a process by which increased tolerance to cold is accumulated after a plant is exposed to low non-freezing temperatures. The temperature at which 50% of the plants are killed (LT_50_) by LT stress is used to measure the plants' ability to cold acclimate. The LT_50 _values for the genotypes used in this experiment exhibited a typical curvilinear relationship obtained for these lines [17] with days of acclimation at 6°C (Figure 1B). Spring Norstar became less hardy than winter Norstar, whereas, winter Manitou gained LT tolerance comparable to spring Norstar. The lowest LT_50 _approached -23°C at 49 d for winter Norstar and -13.3°C at 42 d for winter Manitou. These values were achieved at the vegetative to reproductive transition (VRT) stage for these two genotypes as indicated by FLN measurements. Rapid acclimation during the first week was followed by relatively minor increases in the LT tolerance for both spring habit genotypes. Interestingly, while winter Manitou gained 5°C in additional LT tolerance over spring Manitou as a result of the *vrn-A1 *allele, spring Norstar lost 10°C in LT_50 _compared to winter Norstar due to substitution with the *Vrn-A1 *allele. This indicates that gain of the recessive *vrn-A1 *allele had a greater affect on the LT tolerance of winter Manitou than the dominant *Vrn-A1 *allele from spring Manitou had on spring Norstar.

The initial rates of acclimation were more rapid in winter and spring Norstar than those of spring and winter Manitou. The initial *rate *of acclimation was the same for winter and spring Norstar and similar in spring and winter Manitou indicating that factors controlling *rate *of acclimation were located outside the swapped *Vrn1 *locus. All the genotypes begin to de-acclimate after a few weeks of cold-treatment. In the winter genotypes, de-acclimation occurred after VRT.

### 3 Global changes in gene expression in response to cold-treatment

We used acclimated crown tissue of 3-leaf stage plants for the global gene profiling experiment. Although the leaves would have been a more convenient tissue to use, recent experiments have shown that the low-temperature response of the leaves to cold treatment is different from that of the crown at the molecular level [9,20-22]. In overwintering wheat, it is the crown that survives to reestablish the plant roots and leaves in spring following high stress winters when sub-lethal tissue damage has been incurred. Consequently, it is the reprogramming of gene expression to acclimate the crown meristems that is critical to survival under low-temperature stress.

In this study, we compared the global changes in gene expression in the crowns of the cold-hardy and cold-sensitive genotypes in response to cold treatment using the Affymetrix Wheat Genome Chip array. The Affymetrix array contains 61,127 probes representing 55,052 potentially unique genes. 

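Crowns, the tissue at the base of the wheat plant that holds the shoot apical meristem, were sampled from winter Norstar, spring Manitou and their near isogenic lines. Spring Norstar carries the Vrn-A1 allele of Manitou in the Norstar background, and winter Manitou carries the vrn-A1 allele of Norstar in the Manitou background. Cold treatment at 6 °C lasted 2, 14, 21, 35, 42, 56 or 70 days, beside untreated crowns at 0 days. Each of the 32 groups of line and day had 3 samples of 25 crowns, and each sample was hybridized to its own Affymetrix Wheat GeneChip. One field of the sample labels lists 28 days where the duration field and the paper give 21 days, in all 4 lines, and 21 days was used here. The authors extracted probe signals from the scanned images with MAS 5.0 and processed them by RMA in GeneSpring (version not stated), which corrects background, applies quantile normalization and summarizes the probes of each probeset on the log2 scale. The deposited log2 values ran from 1.92 to 14.73 over 61179 probesets other than controls, and the median of an array lay between 5.67 and 5.79. Of these, 31543 probesets were tested after a limit on brightness and a filter on probeset names. A linear model with 32 group means was fitted to each probeset in limma, and p-values were adjusted over the probesets tested by the Benjamini-Hochberg method. Deviations from the group mean were shared between 0-day arrays with the same replicate number (mean correlation across probesets 0.545, against 0.169 on the other days), so the 0-day means hold some common error. With 3 arrays per group, the number of arrays limits the precision of every value.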

The experimental design included three biological samples for each of the 8 cold treatment periods for each of the four genotypes with a total of 96 hybridizations.

Principal component analysis (PCA) was performed to determine the structure of the dataset of almost 6 million data points generated by the experiment. PCA reduces the dimensionality of large data sets and determines the direction of the major variables or components that influence the result of the experiment. PCA analysis indicated that the first three components accounted for 89% of the variability in the data set. 

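The 4 lines and their backgrounds gave the largest component of the gene-centred log2 values of the probesets tested. Component 1 held 34.7% of the variance, and 91.4% of the variance of its scores lay between the lines, 89.5% between the Norstar and the Manitou backgrounds and 7.40% between durations. Component 2 held 22.8%, with 82.6% of its score variance between durations. Component 3 held 12.7%, and 92.9% of its score variance lay between untreated and cold-treated crowns. Together the components held 70.2% of the variance, and no test applies to these shares. With every gene scaled to unit variance, component 1 held 27.2% and followed duration (87.4% of its score variance), and component 2 held 12.1% and followed the lines (86.9%).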

As shown in Figure 3, the first principal component (PC1, 49%) separated the data by the duration of cold treatment, PC2 (21%) separated the data by the genotype of the biological samples and PC3 (19%) separated the data by treatment (cold-treated versus untreated). Thus, PCA identified the three main factors that were manipulated in the experimental design. The biological replicates clustered together indicating the reproducibility of the sampling method. 

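Arrays of the same line and day correlated with r of 0.971 to 0.996 (median 0.993) across the probesets tested, which are not independent replicates. The Vrn-A1 probeset Ta.30607.1.A1_at, for the MADS-box gene that sets the vernalization requirement, had an SD of 0.14 (n = 3) at 70 days in winter Norstar and 0.03 (n = 3) in spring Manitou, but 0.79 (n = 3) at 0 days in winter Manitou. The array most alike belonged to the same group for 63 of the 96 arrays. Pairs of 0-day arrays numbered replicate 2 from different lines had deviations that correlated with r of 0.547 to 0.752.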

For further analysis, the dataset was filtered for genes expressed in at least two of the three biological samples per time-point (= 39,288 genes). 

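Probesets were ranked by their highest group mean, and the 39288 brightest were kept, which set the limit at a log2 value of 5.15. Detection calls were not used here. Of these, 7745 had names ending in _x_at or _s_at, which mark probesets that may bind transcripts of several genes, and were left out. The 31543 left are 51.6% of the probesets other than controls. They include the probesets of COR14a (Ta.1165.1.A1_at), WCOR726 (Ta.28613.1.S1_at), Vrn-A1 (Ta.30607.1.A1_at) and Vrt1 (Ta.142.1.S1_at). The jacalin-like lectin probeset Ta.7388.2.S1_a_at, whose suffix marks transcripts of 1 gene family, was also kept.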

After further filtering out of probesets that may cross-hybridize with other genes based on the Affymetrix probe nomenclature, 52% (= 31,768) of the probesets were used for detailed analysis.

**Figure 3:**
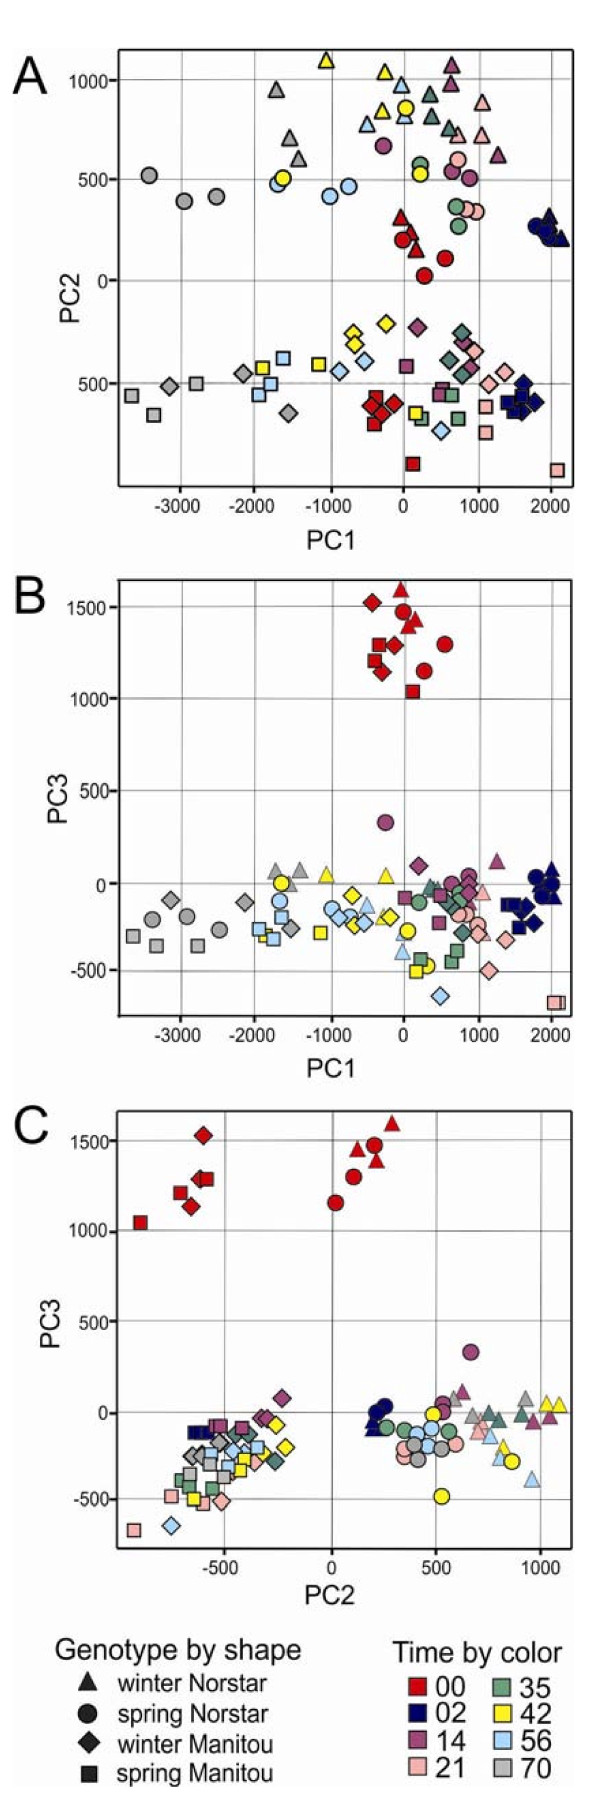
**Principal component analyses**. PC1 (Principal Component 1) separated the samples by the duration of cold-treatment; PC2 separated the samples by genotype and PC3 separated the samples by treatment (cold treated versus untreated). Symbols with the same shape and color represent biological replicates; the numbers on the axes of the graphs refers to the eigenvalues for each component.

Correlation of variance between samples was determined to provide insight into the relationships among changes in gene expression. The 96 × 96 sample comparisons resulted in a matrix with a highly branched dendogram (see Additional file 1). 

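Average linkage on correlations of gene-centred values parted 54 arrays from 42 at the top of the tree. The group of 54 held all 48 arrays of winter and spring Manitou and the 6 untreated arrays of winter and spring Norstar. The group of 42 held the cold-treated arrays of winter and spring Norstar. In 93.8% of the arrays the background was that of the majority of their cluster. Without centring each gene, the top of the tree parted the 12 untreated from the 84 cold-treated arrays in all 4 lines, so that 50.0% of the arrays sat with the majority background. Clustering is a description and carries no test.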

The first level of branching separated the samples by genotype (Figure 4) where Cluster 1 contained all the samples for spring and winter Manitou and Cluster 2 contained all the samples for winter and spring Norstar. Cluster 1 was further subdivided into two sub-clusters. 

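In spring Manitou, expression at 70 days correlated with that at 56 days with a mean r of 0.788 (SD 0.055, n = 3) and with the untreated crowns with a mean r of 0.178 (SD 0.0048, n = 3), across genes centred on their mean. The root mean square difference of the group means was 0.322 on the log2 scale between 70 and 56 days and 0.702 between 70 and 0 days. Winter Manitou at 70 days had a mean r of 0.585 (SD 0.060, n = 3) with 56 days and 0.210 with 0 days. With 2, 14, 21 and 35 days its mean r was -0.142, 0.010, -0.006 and 0.087, lower than with 0 days. In spring Manitou these values were -0.196, 0.168, 0.009 and 0.203. With 42 days the mean r was 0.459 in winter and 0.591 in spring Manitou. The root mean square difference from 70 days was smaller at 14 than at 0 days, with 0.543 against 0.590 in winter and 0.629 against 0.702 in spring Manitou. It was also smaller at 35 days, with 0.528 in winter and 0.624 in spring Manitou. At 2 days it was larger than at 0 days, with 0.663 and 0.789 in the same order. At 21 days it was smaller in winter Manitou (0.576) and larger in spring Manitou (0.711). SAG12 (Ta.29534.1.S1_at), a senescence-associated cysteine protease, reached a log2 value of 10.91 (SD 0.25, n = 3) at 70 days in spring Manitou, against 3.05 at 2 days. Genes are not independent replicates, so no test was made of these correlations.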

Cluster 1.1 grouped the unacclimated treatments (zero days) together with the 70-day acclimated treatments that were mainly from spring Manitou indicating that the gene expression in spring Manitou acclimated for 70 days was more similar to the unacclimated samples. Cluster 1.2 grouped together all the cold treated samples with a spring Manitou background except for wMa70-3. Cluster 1.2 further separated the winter and spring Manitou samples into before or after cold de-acclimation, which coincided with the vegetative/reproductive transition (VRT) point in vernalization requiring winter Manitou. Similarly Cluster 2, which contained all the sample dates for winter and spring Norstar, was subdivided into two with Cluster 2.1 containing all the stages before cold de-acclimation, which coincided with VRT in winter Norstar and Cluster 2.2 those after VRT.

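At the next level of the tree, cold-treated Norstar split into 30 and 12 arrays. The 30 held winter Norstar from 2 to 56 days and spring Norstar from 2 to 35 days. The 12 held winter Norstar at 70 days and spring Norstar at 42, 56 and 70 days. SAG12 (Ta.29534.1.S1_at) stood at 7.95 (SD 2.10, n = 3) in spring Norstar and 3.24 (SD 0.17, n = 3) in winter Norstar at 42 days, and at 10.68 (SD 0.34, n = 3) and 8.45 (SD 0.20, n = 3) at 70 days. The 42 cold-treated arrays of Manitou stayed together at this level. Ward linkage kept the 42 Norstar arrays together and split Manitou into 33 and 9 arrays, and without replicate 1 the Norstar arrays also stayed whole.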

**Figure 4:**
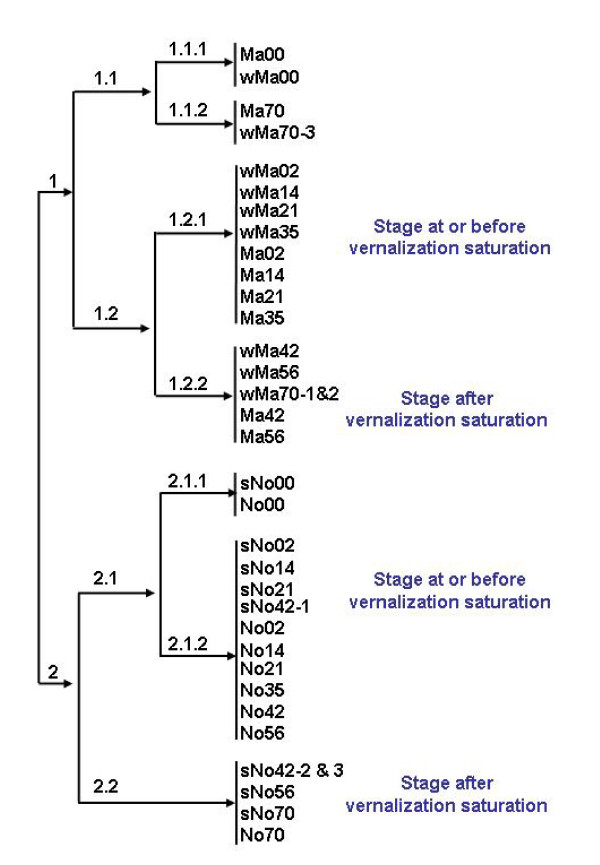
**Correlation of variance of gene expression between samples**. Dendogram for the first 2 levels of branching of a 96 × 96 sample comparison matrix (see Additional file 1).

LT studies have previously shown that wheat has only limited capacity to re-acclimate when transferred to acclimating temperatures after the plants have entered the reproductive stage [23]. Our results provide molecular evidence for the difference in gene expression between these two states of the meristem development. More in-depth analysis of the differentially expressed genes before and after VRT could help in the identification of the primary factors involved in the regulation of both vernalization and cold acclimation.

#### 3.1 Identification of differentially expressed genes

We used gene-specific ANOVA [24,25] to identify which of the 31,768 genes were differentially expressed among genotypes during cold acclimation and vernalization. In the ANOVA model, genotype and the duration of cold treatment accounted for 33.51% and 53.41% of the variation in gene expression, respectively. 

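Summed over the probesets tested, differences between the lines made up 37.7% of the variation and differences between durations 39.6%. COR14b (Ta.245.1.S1_at), a chloroplast protein induced by cold, moved mainly with duration: in winter Norstar it rose by a log2 value of 6.96 within 2 days (SE 0.41, adjusted p = 4.5e-23), from an untreated value under the brightness limit of 5.15, so the size is uncertain. The Bowman-Birk trypsin inhibitor Ta.20928.1.S1_at, which protects against proteases of pests, fell by 3.97 within 2 days in spring Norstar (SE 0.29, adjusted p = 1.2e-18). In spring Manitou it read 4.01 (SD 0.12, n = 3) at 0 days, under the brightness limit of 5.15, so a fall was hard to measure there. The shares describe the values and carry no test. As a mean of each probeset's own shares, genotype came to 15.1% and duration to 42.4%.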

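The interaction of line and duration held 8.82% of the variation and the residual between replicate arrays 13.9%. Some genes differed widely between replicates. In winter Manitou at 70 days COR14a (Ta.1165.1.A1_at) had an SD of 1.59 (n = 3), and in winter Norstar at 56 days the jacalin-like lectin (Ta.7388.2.S1_a_at) had an SD of 1.44 (n = 3). The lectin had an SD of 0.02 (n = 3) in winter Manitou at 70 days. As a mean of each probeset's own shares, the interaction came to 13.5% and the residual to 29.0%.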

The interaction between genotype and duration of cold-treatment also contributed significantly at 7.43% (p < 0.01) while the remaining sources of variation (residual error) only accounted for 0.05% of the total variation.

As shown in Table 2, 84% of the expressed genes (26,646 at p < 0.01) showed differential expression during the course of 70-day cold treatment. Thus, more than 48% of the genes represented on the array were cold responsive. 

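A moderated F test in limma called 28145 probesets for duration, 89.2% of those tested and 46.0% of all probesets other than controls (14460 among the 20000 brightest). Within 2 days, 444 probesets were higher and 559 lower in all 4 lines at an adjusted p under 0.01 and a fold-change of at least 2. The gamma-thionin Ta.18720.1.S1_a_at, an antimicrobial peptide, rose in winter Norstar by a log2 value of 4.44 (SE 0.31, adjusted p = 1.4e-19) and in spring Norstar by 6.02. Glycine-rich cell wall protein (Ta.13239.1.S1_at) rose by 4.63 in winter Norstar (SE 0.24, adjusted p = 1.5e-25), from 5.06, just under the brightness limit of 5.15. Beta-fructosidase (Ta.9000.1.S1_at), an enzyme that splits sucrose and fructans, fell by 4.64 in winter Norstar (SE 0.26, adjusted p = 6.5e-24), and its change in spring Manitou was -5.25. Of the 1556 probesets called at 2 days in winter Norstar, 639 were higher and 917 lower.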

Even with a high confidence level (*p *< 0.001), 78% of the expressed genes (24,670) varied in expression with respect to the duration of cold treatment and 46% (14,617) varied in expression with respect to genotype. 

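At an adjusted p under 0.001, 26047 probesets (82.6% of those tested) varied with duration and 14432 (45.8%) with genotype in the same F tests (14113 and 8803 among the 20000 brightest). WCOR726 (Ta.28613.1.S1_at), a dehydrin, varied with both (adjusted p = 1.6e-56 for genotype). At 42 days its log2 value was 11.04 (SD 0.28, n = 3) in winter Norstar and 6.20 (SD 0.46, n = 3) in winter Manitou. Protamine (Ta.30509.1.A1_at) stood at 10.04 (SD 0.03, n = 3) in winter Norstar at the same time and at 7.30 (SD 0.15, n = 3) in spring Norstar. Both probesets were named in the paper, so they were not picked blind to its values.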

Around 41% of the genes (12,901) significantly varied in expression with respect to *both *the duration of treatment and genotype, which indicates that a large number of metabolic pathways and cellular processes are involved in LT response. This observation is consistent with earlier reports for Arabidopsis [26,27] and rice [28,29] and raises the question of which sets of genes are directly involved in the development of LT tolerance versus those associated with the general metabolic adjustments that occur with growth at LT.

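In all, 12981 probesets (41.2%; 8464 among the 20000 brightest) passed for both duration and genotype at an adjusted p under 0.001. Gene groups were drawn from descriptions of the interaction genes in Additional file 2, which the study selected on these samples, so their counts are not independent evidence. Of 24 photosynthesis probesets, which mark leaf tissue, 6 fell and 0 rose within 2 days in winter Norstar at an adjusted p under 0.01 and 2-fold (6 and 0 adjusted over the list alone, 16 and 3 in limma at an unadjusted p under 0.05 and any size). The photosystem II 10 kDa protein Ta.28750.1.S1_at fell by 4.47 on the log2 scale (SE 0.30, adjusted p = 6.0e-20). Of 28 defence probesets 7 rose and 5 fell, with changes of 2.62 for the defensin Ta.28378.2.S1_at and -2.50 for the amylase inhibitor-like protein Ta.12704.1.S1_at (7 and 5 adjusted over the list alone). Among 23 lipid transfer probesets 6 rose and 1 fell, and among 48 transport probesets 5 rose and 5 fell, with the same counts adjusted over the list alone. Of 7 fructan probesets 2 rose (2 adjusted over the list alone), fructan exohydrolase Ta.26928.1.S1_a_at by 2.36 and apoplastic invertase Ta.11120.1.S1_a_at by 2.38. From the number of genes that varied with both factors, the paper concludes that many metabolic pathways and cellular processes take part in the LT response.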

**Table 2:** Differentially expressed genes

Parameter	*p *< 0.01	*p *< 0.001
Time (T)	26,646	24,670
Genotype (G)	17,472	14,617
GxT interaction (GT)	5,513	3,453
T and G	16,050	12,901
T, G and GT	4,599	2,771

Differentially expressed genes were identified using gene-specific ANOVA with the following model: Y_ijkr _= μ_i _+ G_ij _+ T_ik _+ (GxT)_ijk _+ ε_ijkr _where Y, the response variable, represents the log-2 transformed normalized probeset intensity and μ, represents the grand mean level of expression for each gene. G, T and GxT represents Genotype effect, Time (duration of cold treatment) effect and interaction effect between Genotype and Time, respectively, and ε represents the stochastic error which is assumed to be normally distributed. The indexes *i, j*, *k *and *r *indicate the probeset (gene), genotype, time and biological replications, respectively.

#### 3.2 Genes with GxT interaction and their biological function

Recent studies in wheat indicate that the accumulation of the transcript or protein product of cold-induced genes known to be involved in cold acclimation show strong interaction between genotype and the duration of cold treatment [14,21]. Examination of interactions between factors that influence the results of an experiment can give valuable insights about the behavior of genes that are different from the general effect. 

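Duration, genotype and their interaction all passed at an adjusted p under 0.001 for 2703 probesets, 20.8% of those that passed for duration and genotype. The MADS-box gene Vrt1 (Ta.142.1.S1_at) had an adjusted p of 2.4e-16 for the interaction. In the spring lines it stood at 8.17 (SD 0.25, n = 3, Norstar) and 8.39 (SD 0.15, n = 3, Manitou) on the log2 scale at 14 days, and in the winter lines at 4.99 (SD 0.23, n = 3) and 5.29 (SD 0.39, n = 3). COR14a (Ta.1165.1.A1_at, adjusted p = 1.7e-07), COR14b (Ta.245.1.S1_at, adjusted p = 5.5e-09) and WCOR726 (Ta.28613.1.S1_at, adjusted p = 9.3e-19), which encode cold-induced proteins, also passed for the interaction. The count depended on the arrays used: without replicate 1, 2 or 3 it was 720 to 818, with array quality weights 7055 and with the harvest as a random block 4209.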

Of the 12,901 genes that were differentially expressed with respect to genotype and duration of cold treatment in the present study, 21% (2,771; listed in Additional file 2) showed expression that was strongly influenced by the interaction between these two major factors (GxT interaction). We examined this subset of genes in greater detail to better define their role in the development of LT tolerance and to better understand the mechanisms that underpin LT tolerance gene regulation.

The Gene Ontology (GO) annotations for the biological functions of these genes showed that a majority of them had no known function. Information could be found for only 41% of the genes (1133 out of 2771) identified in these analyses. Genes involved in transport, oxidation-reduction, and stress response were highly represented (Table 3) and genes that respond to stress included several known cold-induced genes.

**Table 3:** Biological functions of the differentially expressed genes (only GO categories with 30 or more genes are shown)

Rank	Biological Function	No. of genes
1	Transport	83
2	Oxidation reduction	75
3	Response to stress	64
4	DNA metabolic process	42
5	Cellular carbohydrate metabolic process	42
6	Small molecule biosynthetic process	42
7	Generation of precursor metabolites/energy	39
8	Cellular amino acid and derivative metabolic process	39
9	Carboxylic acid metabolic process	38
10	Protein amino and phosphorylation	38
11	Regulation of Transcription, DNA-dependent	37
12	Catabolic process	36
13	Cellular nitrogen compound biosynthesis	34
14	Response to chemical stimulus	32
15	Chromatin organization	31
16	Lipid metabolic process	30
17	Cellular Macromolecular complex assembly	30
18	Cellular amine metabolic process	30

#### 3.2.1 Expression profiles of differentially expressed genes with GxT interaction

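A fold-change of at least 2 between the highest and lowest of the 8 daily means was found for 1726 of the 2703 probesets in spring Norstar (63.9%) and 1747 in spring Manitou (64.6%). In winter Norstar there were 1172 (43.4%) and in winter Manitou 1303 (48.2%). At 25-fold or more the counts were 27 in winter Norstar, 25 in spring Norstar, 24 in winter Manitou and 21 in spring Manitou. SAG12 (Ta.29534.1.S1_at), a protease of senescing tissue, changed 45.2-fold in winter Norstar (from values under the brightness limit of 5.15, so the size is uncertain), and BLT14.2 (TaAffx.124475.1.A1_at), a cold-induced protein, 89.3-fold in winter Norstar and 17.3-fold in spring Norstar. The highest of several noisy means exceeds the lowest even without a change, so small folds carry replicate error. Without 1 of the replicates the number of probesets called fell, and 401 to 478 reached 2-fold in winter Norstar, 474 to 631 in spring Norstar, 392 to 511 in winter Manitou and 478 to 625 in spring Manitou.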

Analysis of the expression levels of the 2,771 genes with strong GxT interaction (Table 4) showed that more genes in the spring habit genotypes had a higher frequency of 2-fold or more change in gene expression (61-62%) compared to the winter habit genotypes (41-45%). This suggests that the *vrn-A1 *allele had a dampening effect on LT response. 

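Probeset by probeset, the fold-change was larger in spring than in winter Norstar for 1820 of 2703 and larger in spring than in winter Manitou for 1907. It was larger in the spring line of both backgrounds for 1468 and smaller in both for 444. The RUBISCO LSU binding protein probeset TaAffx.43393.1.S1_at changed 47.8-fold in spring Norstar against 45.8-fold in winter Norstar, and 71.9-fold in spring against 110-fold in winter Manitou, but its lowest means all lay under the brightness limit of 5.15, so these folds do not show which line changed more. Gamma-thionin (Ta.18720.1.S1_a_at) changed 64.7-fold in spring and 26.2-fold in winter Norstar, and 42.2-fold in spring and 87.9-fold in winter Manitou. No error was attached to the folds and the frequencies were not tested. From the higher frequency in the spring lines, the paper proposes that the vrn-A1 allele dampened the LT response.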

The k-means clustering method was used to identify genes with 2-fold or more change in expression that had similar up- or down-regulation patterns during cold treatment. These genes were grouped into 8 clusters for each genotype. 

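Of the 1172 probesets with at least 2-fold change in winter Norstar, the largest of 8 k-means clusters held 247. Its mean profile, centred on the median, lay at -0.36 on the log2 scale at 2 days, at 0.11 at 42 days and at 0.85 at 70 days. A smaller cluster of 61 went from -0.81 at 2 days to 1.65 at 70 days. Over all 1172 probesets the highest daily mean fell at 70 days for 291 and at 0 days for 305, and the lowest at 0 days for 348. Clusters are numbered by size here, and the grouping is a description without a test.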

The expression profiles for the 1,137 winter Norstar genes (Figure 5) show that a majority in Cluster 1 are gradually up-regulated and peaked at the later time points. 

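A cluster of 82 probesets lay at -3.39 at 0 days in winter Norstar, at -0.89 at 2 days, at 0.45 at 42 days and at -0.36 at 70 days, on the log2 scale centred on the median. A cluster of 234 lay at -1.17 at 0 days, at -0.57 at 2 days and at 0.29 at 42 days. A cluster of 106 peaked at 0.82 at 2 days and stood at 0.02 at 70 days. Clusters of 202 and 58 probesets started high, at 0.98 and 2.50, and stood at 0.13 and 0.79 at 2 days.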

Genes in Clusters 3 and 6 were rapidly up-regulated during the early stage of cold treatment and remained highly expressed. The genes in cluster 7 were also rapidly up-regulated during the initial cold-treatment but showed modulated response thereafter. The genes in Clusters 2, 4, 5, and 8 were down-regulated during the early stage of cold treatment and had different dynamics at later stages. The modulated expression of genes in Cluster 8 was a mirror image of the expression profiles of the genes in Cluster 7.

**Table 4:** Fold-change in level of expression of the 2,771 genes that show GxT interaction at p < 0.001.

Genotype	≥ 1.5×	≥ 2×	≥ 5×	≥ 10×	≥ 25×
winter Norstar	2029	1137	229	90	27
spring Manitou	2382	1723	351	125	20
winter Manitou	2158	1270	237	77	25
spring Norstar	2382	1693	330	100	25

Fold-change in expression was based on the difference between the maximum and minimum levels of gene expression from 0 to 70 days of cold treatment.

**Figure 5:**
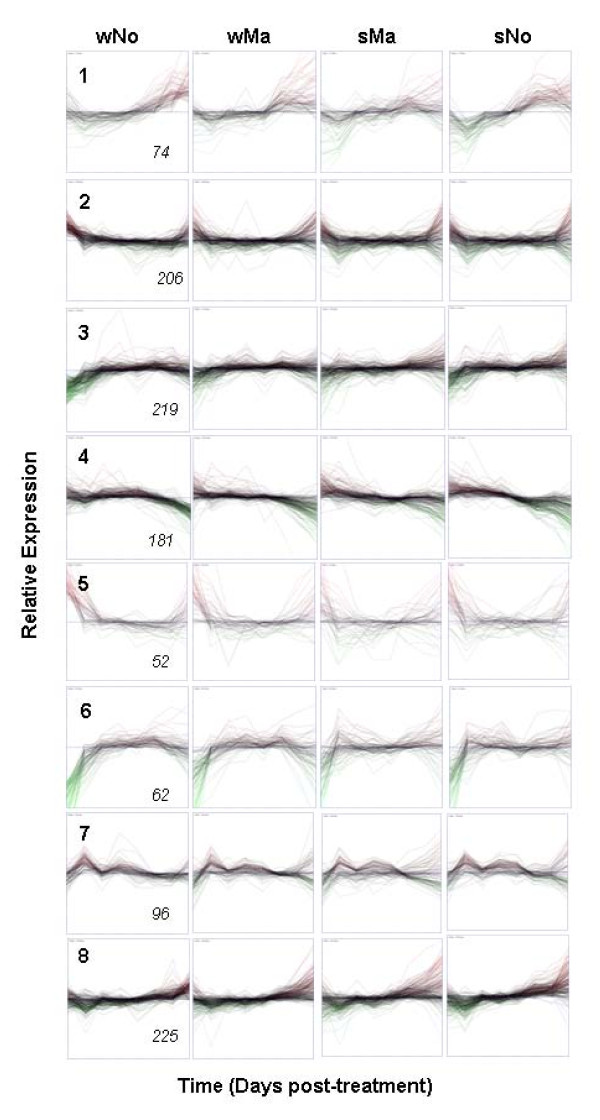
**Clustering of expression profiles of genes that show 2-fold or more change in expression in Norstar and their comparative profiles in other genotypes**. The x-axis in each frame represents duration of cold treatment from 0 to 70 days. The y-axis in each frame represents median centered relative gene expression in log 2. Relative expression was calculated by determining the difference between the maximum and minimum level of expression in the time-series. Cluster ID is indicated by the number on the upper left corner of each frame. The number of genes in each cluster is indicated on the lower right corner of each frame.

When the expression profiles of the same genes from the different genotypes were aligned with respect to winter Norstar (Figure 5) the difference in expression profiles was evident. 

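For the cluster of 82, the mean profile of winter Norstar lay at a Euclidean distance of 1.44 from that of winter Manitou, 1.59 from spring Norstar and 2.27 from spring Manitou. Spring Norstar and spring Manitou lay 0.975 apart. Each profile was centred on the median of its own line over the days. Relative to that median, these probesets stood at 2 days at 0.03 in spring Norstar, 0.13 in spring Manitou, -0.35 in winter Manitou and -0.89 in winter Norstar. Such centred values do not compare levels at 2 days between lines. In 7 of the 8 clusters winter Norstar was nearer to winter Manitou than to spring Norstar (6 of 6 with 6 clusters and 7 of 10 with 10).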

The expression of the genes in cluster 6 in Norstar was more similar to winter Manitou while this cluster in spring Norstar was more similar to spring Manitou. Cluster 6 contained most of the previously reported cold-induced genes. 

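All 10 cold-induced genes of Fig. 8 fell in the cluster of 82, and they shared 1 cluster of 87 with 6 clusters, 1 of 23 with 10 clusters and 1 of 82 with another random start. These were COR14a (Ta.1165.1.A1_at), COR14b (Ta.245.1.S1_at), WCOR726 (Ta.28613.1.S1_at), the LEA/RAB-related COR protein (Ta.1138.1.S1_at), WCOR518 (TaAffx.17284.1.A1_at), BLT14.2 (TaAffx.124475.1.A1_at), BLT14.1 (Ta.13784.1.S1_at), a dehydrin (Ta.13255.1.S1_at), LEA76 (Ta.613.1.S1_at) and LEA29 (TaAffx.34169.1.S1_at). LEA proteins and dehydrins bind and shield other proteins and membranes when cells dry out or freeze.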

The expression profiles of the genes in clusters 4 and 8 of spring Norstar were more similar to spring Manitou. 

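For the cluster of 58, whose mean fell early in winter Norstar, spring Norstar lay at a distance of 0.586 from spring Manitou and 1.18 from winter Norstar. For the cluster of 182, which held near its median until 42 days and lay at -1.02 at 70 days in winter Norstar, the distances of spring Norstar were 0.693 to spring Manitou and 0.882 to winter Norstar. The jacalin-like lectin (Ta.7388.2.S1_a_at), which fell early in winter Norstar, stood at 9.18 (SD 0.08, n = 3) in spring Norstar and 10.52 (SD 0.21, n = 3) in spring Manitou at 70 days.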

Cluster 4 contains several genes involved in photosynthesis. A significant number of unknown genes grouped with genes of known function in each cluster. This transcriptional co-expression with known genes could provide an entry point for the dissection of their biological functions.

#### 3.2.2 Expression of the most dynamically expressed genes

The most dynamically expressed genes in winter Norstar (≥ 25-fold change in expression; Table 4) during the course of the experiment included the vernalization regulatory MADS-box genes *Ta.Vrn-A1 *(Ta.30607.1.A1; [3]) and *Ta.Vrt1 *(Ta.142.1.S1_at; [8,29]) and 10 known cold-responsive genes (COR14a, COR14b, Dehydrin and LEA/RAB-related COR proteins). 

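In winter Norstar 27 probesets past the tests of duration, genotype and interaction changed at least 25-fold (21 to 40 without 1 of the replicates). Of the 27 genes of Table 5, 25 to 27 reached 25-fold there without 1 of the replicates. Vrn-A1 (Ta.30607.1.A1_at) changed 98.1-fold and Vrt1 (Ta.142.1.S1_at) 49.1-fold. Among cold-responsive genes COR14b (Ta.245.1.S1_at) changed 173-fold, WCOR726 (Ta.28613.1.S1_at) 124-fold, the LEA/RAB-related COR protein (Ta.1138.1.S1_at) 117-fold, WCOR518 (TaAffx.17284.1.A1_at) 93.1-fold, BLT14.1 (Ta.13784.1.S1_at) 88.6-fold and the dehydrin Ta.13255.1.S1_at 50.0-fold. Their highest mean fell at 35 days for COR14b and at 42 days for WCOR726, and the lowest at 0 days. The folds carry no test of their own, and all but those of Vrn-A1 and BLT14.1 start from means under the brightness limit of 5.15, so their sizes are uncertain.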

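COR14b (Ta.245.1.S1_at) changed 129-fold in spring Norstar, 67.1-fold in winter Manitou and 60.7-fold in spring Manitou. BLT14.1 (Ta.13784.1.S1_at) changed 71.1-, 41.6- and 23.7-fold in the same order, and WCOR518 (TaAffx.17284.1.A1_at) 66.4-, 34.0- and 10.2-fold. WCOR726 (Ta.28613.1.S1_at) changed 61.1-fold in spring Norstar but 7.46-fold in winter and 4.72-fold in spring Manitou. The dehydrin Ta.13255.1.S1_at changed 7.58-fold in spring Norstar, 5.71-fold in winter Manitou and 2.99-fold in spring Manitou. The lowest means of COR14b, WCOR518 and WCOR726, and of the dehydrin in spring Norstar, lay under the brightness limit of 5.15, so the sizes of these folds are uncertain. Of 13 cold-regulated probesets in Additional file 2, 11 rose within 2 days in winter Norstar, 9 in spring Norstar and 10 in each Manitou line, and 0 fell in limma at the thresholds used for 2 days (the same counts adjusted over the list alone, and 0 lower in any line at an unadjusted p under 0.05). The list was chosen by the study on these samples and is not independent evidence.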

Several of the known cold-induced genes in winter Norstar were also highly expressed in the other genotypes. 

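COR14a (Ta.1165.1.A1_at), a protein imported into chloroplasts, rose from 4.63 (SD 0.33, n = 3) to 12.29 (SD 0.15, n = 3) within 2 days in spring Manitou and from 5.89 (SD 0.82, n = 3) to 13.12 (SD 0.18, n = 3) in winter Norstar, on the log2 scale. Its rise was 7.23 in winter Norstar, 7.56 in spring Norstar, 7.72 in winter Manitou and 7.67 in spring Manitou (SE 0.45 each), the Manitou lines starting under the brightness limit of 5.15, so that the sizes of their rises and folds are uncertain. Over the whole course it changed 231-fold in winter Manitou and 189-fold in spring Norstar. The largest fall after the peak was to 6.89 (SD 1.56, n = 3) at 70 days in spring Manitou. From the high induction in the lines with spring habit, the paper concludes that the regulatory factors needed to up-regulate genes correlated with cold acclimation are fully operational in them.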

In fact the expression of COR14a, a gene specifically up-regulated by LT [30], was induced at a high level in both spring Manitou (203 fold-change) and winter Norstar (177 fold-change) indicating that the regulatory factors needed to up-regulate (see below) the expression of genes correlated with cold acclimation are fully operational in genotypes with spring habit.

#### 3.2.3 Expression of the *Vrn-A1* gene

It was expected that the expression profile of the *Vrn1 *gene on chromosome 5A of the NIL derivatives, winter Manitou and spring Norstar, would be different from their parental lines. Since the *Vrn-A1 *locus from spring Manitou was transferred to spring Norstar, the expression profile of *Vrn-A1 *gene in spring Norstar was predicted to mimic the *Vrn-A1 *gene expression profile from spring Manitou. Conversely, the expression profile of *vrn-A1 *in winter Manitou is predicted to mimic the expression profile of *vrn-A1 *from winter Norstar.

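Annotation of the interaction genes in Additional file 2 describes both Ta.30607.1.A1_at and Ta.142.1.S1_at as a MADS-box factor named VRN-D1, with the rice MADS-box gene OsMADS14 as the nearest match. In untreated crowns Ta.30607.1.A1_at read 9.49 (SD 0.14, n = 3) and 9.66 (SD 0.17, n = 3) on the log2 scale in spring Norstar and spring Manitou, where Ta.142.1.S1_at read 3.78 (SD 0.22, n = 3) and 4.32 (SD 0.29, n = 3). TaAffx.143995.17.A1_at read 5.38 (SD 0.20, n = 3) and 5.65 (SD 0.17, n = 3) in the same crowns.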

There were three gene specific probesets on the array that represented the *Vrn1 *gene: Ta.30607.1.A1_at, Ta.142.1.S1_at and Ta.Affx.143995.17.A1_at. Closer examination of the DNA sequence of the target genes (Figure 6) from which the probesets were derived indicates that Ta.30607.1.A1_at was most similar to *Ta.Vrn-A1 *(AY747601), a gene sequenced from *T. aestivum *cv. Triple Dirk,[3]; Ta.142.1.S1_at was most similar to *Ta.Vrt-1 *(AY280870) sequenced from *T. aestivum *cv. Norstar [13]; and Ta.Affx.143995.17.A1_at was identical to the *Vrn1 *gene sequenced from *T. monococcum *(EU875079 [30], alignment data not shown). 

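Between 0 and 70 days the log2 value of TaAffx.143995.17.A1_at went from 4.84 (SD 0.35, n = 3) to 7.07 (SD 0.34, n = 3) in winter Norstar and from 5.65 to 6.30 (SD 0.25, n = 3) in spring Manitou. Over 14 to 42 days it was lower in the winter than in the spring line by a difference of -0.58 in Norstar (SE 0.08, adjusted p = 4.0e-08) and -0.50 in Manitou (SE 0.08, adjusted p = 6.2e-06). Within 2 days its changes in Manitou were 0.28 (adjusted p = 0.19) in the winter and 0.09 (adjusted p = 0.71) in the spring line.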

The target sequence used for Ta.Affx.143995.17.A1_at was the anti-sense of EU875079 sequence, thus, the signals derived from the designed probeset might not be valid and it was not analyzed further.

**Figure 6:**
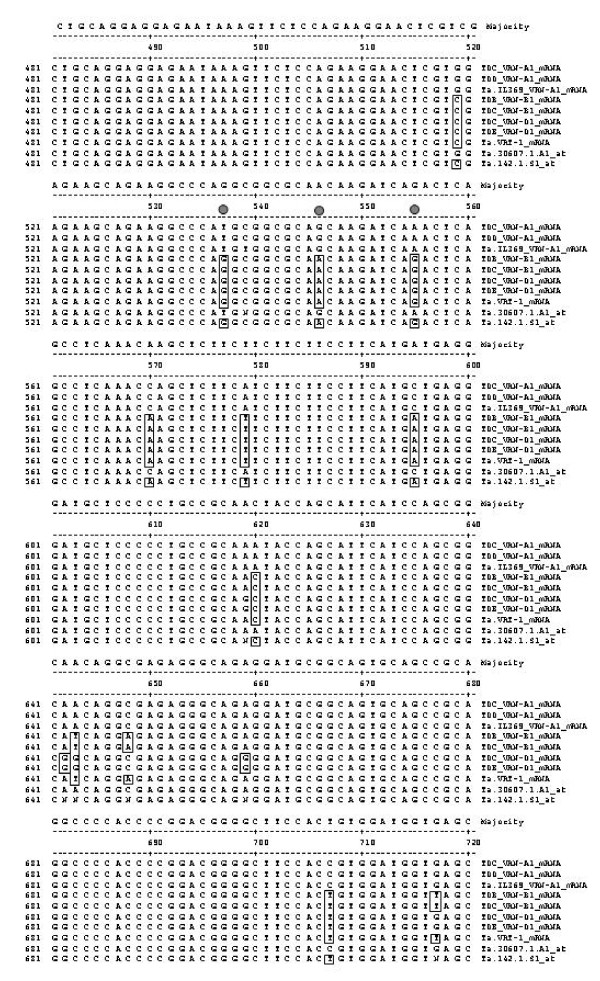
**Comparison of *Vrn-1 *gene sequences from hexaploid wheat *T. aestivum***. Boxed letters indicate divergence from TDC *Vrn-A1 *mRNA sequence. Closed circles below the consensus sequence indicate SNPs covered by the probesets for Ta.30607.1.A1, Ta.142.1.S1_at.

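In untreated crowns the Vrn-A1 probeset Ta.30607.1.A1_at was lower in the winter than in the spring line by a log2 difference of -4.07 in Norstar (SE 0.18, adjusted p = 4.2e-29) and -4.44 in Manitou (SE 0.18, adjusted p = 2.0e-31). At 70 days winter Norstar read 12.04 (SD 0.14, n = 3) and winter Manitou 12.09 (SD 0.18, n = 3), above the spring lines at 10.87 (SD 0.07, n = 3) and 10.85 (SD 0.03, n = 3). Spring Norstar differed from winter Norstar past an adjusted p of 0.01 on 5 of 8 days and winter Manitou from spring Manitou on 6 of 8. Spring Norstar differed from spring Manitou on 0 of 8 days, with differences from -0.20 to 0.25 and a smallest adjusted p of 0.40 in limma.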

As predicted the expression profile of Ta.30607.1.A1_at (*Ta.Vrn-A1*) was swapped between the parental lines and the NIL derivatives (Figure 7). *Vrn-A1 *in spring Norstar is constitutively expressed as in spring Manitou, whereas, *vrn-A1 *in winter Manitou was up-regulated upon cold-treatment and behaved just like *vrn-A1 *in winter Norstar. 

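In spring Norstar and spring Manitou Vrn-A1 (Ta.30607.1.A1_at) lay between 9.49 and 10.87 on the log2 scale, a change of 2.62-fold and 2.29-fold. Its lowest daily mean fell at 0 days and its highest at 70 days in both lines. Duration passed in the F test of the spring lines (adjusted p = 3.6e-15). In winter Norstar its level went from 5.42 (SD 0.25, n = 3) at 0 days to 8.22 (SD 0.33, n = 3) at 14 days and 10.55 (SD 0.07, n = 3) at 42 days, and in winter Manitou from 5.22 through 8.25 to 11.06. Within 2 days it rose by 0.70 in winter Norstar (SE 0.18, adjusted p = 0.0011) and by 0.81 in winter Manitou (SE 0.18, adjusted p = 1.5e-04). The 2-day changes of 0.26 in spring Norstar (adjusted p = 0.28) and 0.29 in spring Manitou (adjusted p = 0.20) did not pass. Winter Manitou exceeded winter Norstar by 0.66 at 56 days (SE 0.18, adjusted p = 0.0034), a call that ended when a replicate was left out, and did not differ past the threshold on the other 7 days.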

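Tested over all days with the 96 arrays, the profile of Vrn-A1 (Ta.30607.1.A1_at) differed between winter and spring Norstar (adjusted p = 2.7e-30 for the interaction) and between winter and spring Manitou (adjusted p = 2.0e-34). Between spring Norstar and spring Manitou the adjusted p was 0.94 for genotype and 0.84 for the interaction, which does not show that the lines are equal: at 0 days the 95% interval of their difference ran from -0.52 to 0.19. Between winter Norstar and winter Manitou it was 0.045 for genotype and 0.027 for the interaction, above the threshold of 0.01. From the like profiles of lines that share an allele, the paper concludes that the factors regulating transcription of this gene are similar in the 2 backgrounds.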

The high congruence of the expression profiles of *Vrn-A1 *in spring Norstar and spring Manitou and the expression profiles of *vrn-A1 *gene in winter Norstar and winter Manitou indicates that the genetic factors needed to regulate the transcription of *Vrn-A1 *and *vrn-A1 *genes are similar in the two genetic backgrounds.

**Figure 7:**
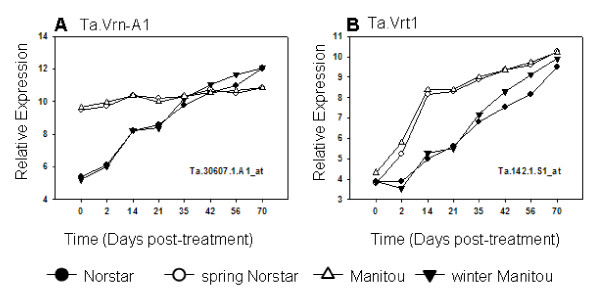
**Expression of vernalization genes *Ta.Vrn-A1 *and *Ta.Vrt1 *in winter Norstar and spring Manitou and their near isogenic lines spring Norstar and winter Manitou acclimated at 6°C for 0 to 70 days**.

*Ta.Vrn-A1 *(a.k.a. *WAP1*; [31] and *Ta.Vrt-1 *[13] genes although cloned separately, were hypothesized to encode the same *Vrn1 *gene in the *Vrn-A1 *locus. If this is so, then the expression profile detected by the probesets representing each gene should be similar. As shown in Figure 7, the expression profile of Ta.142.1.S1_at (*Ta.Vrt-1*) was also swapped between the parental lines and the NIL derivatives; however, its expression profile was distinct from the expression profile of Ta.30607.1.A1 *(Ta.Vrn-A1) *indicating that the two genes are different. 

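Vrt1 (Ta.142.1.S1_at) was near its lowest in untreated crowns of every line, between 3.78 (spring Norstar) and 4.32 (spring Manitou) on the log2 scale. Within 2 days it rose by 1.44 in spring Norstar (SE 0.21, adjusted p = 7.4e-08) and by 1.47 in spring Manitou (SE 0.21, adjusted p = 4.2e-08), and its changes in winter Norstar and winter Manitou were 0.00 (adjusted p = 1.0) and -0.32 (adjusted p = 0.24). All 0-day means and those of the winter lines at 2 days lay under the brightness limit of 5.15, so the sizes of these changes are uncertain. At 70 days it read 9.50 (SD 0.18, n = 3) in winter and 10.27 (SD 0.10, n = 3) in spring Norstar. The winter line was lower than the spring line over 14 to 42 days by -2.44 in Norstar (SE 0.11, adjusted p = 3.9e-30) and -2.22 in Manitou (SE 0.11, adjusted p = 1.9e-27), and Vrn-A1 (Ta.30607.1.A1_at) by -1.14 and -0.84 (SE 0.09). The profile differed between winter and spring lines (adjusted p = 1.0e-12 in Norstar and 2.5e-13 in Manitou for the interaction). Spring Norstar and spring Manitou differed past the threshold on 0 of 8 days (smallest adjusted p = 0.077). Winter Manitou exceeded winter Norstar on 2 of 8 days, by 0.78 at 42 days (SE 0.21, adjusted p = 0.0048) and by 0.99 at 56 days (SE 0.21, adjusted p = 1.9e-04). From the distinct profile of Vrt1 the paper concludes that Vrt1 and Vrn-A1 are different genes.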

Closer examination of the alignment of these two sequences with the available sequences for *Vrn-A1*, *Vrn-B1 *and *Vrn-D1 *from hexaploid wheat (Figure 6) showed that Ta.30607.1.A1_at was identical to *Ta.VRN-A1*, whereas, Ta.142.1.S1_at was identical to that of Ta.*Vrn-B1*. There are 15 SNPs that distinguish *Vrn-A1 *from *Vrn-B1 *genes and all the SNPs in *Vrn-A1 *were similar to Ta.30607.1.A1_at and all the SNPs in *Vrn-B1 *were similar to that of the informative SNPs in Ta.142.1.S1_at. There are 6 SNPs that distinguish *Vrn-B1 *from *Vrn-D1*, however, the probeset designed for Ta.142.1.S1_at do not cover them. Thus, the expression profile for Ta.142.1.S1_at does not distinguish the expression between *Vrn-B1 *and *Vrn-D1*.

If *Ta.Vrt1 *encodes Ta.*Vrn-B1*, which is located in chromosome 5B, then its swapped expression profile indicates that it is a downstream target of *Ta.Vrn-A1 *(located in chromosome 5A). 

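In spring Norstar Vrt1 (Ta.142.1.S1_at) read 5.22 (SD 0.49, n = 3) at 2 days, 8.17 at 14 days and 9.34 at 42 days, and in spring Manitou 5.79 (SD 0.57, n = 3), 8.39 and 9.36, on the log2 scale. In winter Norstar it read 3.88 (SD 0.24, n = 3) at 2 days, 5.62 at 21 days and 7.51 at 42 days. At 2 days spring Norstar exceeded winter Norstar, which lay under the brightness limit of 5.15, by 1.34 (adjusted p = 8.6e-05), a call that ended without 1 of the replicates. The interaction did not pass between the spring lines (adjusted p = 0.70) and passed between the winter lines (adjusted p = 0.0097), though on the 48 arrays of the winter pair alone it did not (adjusted p = 0.012). From the rise in the spring lines after cold treatment, the paper proposes that Vrn-A1 acts with other cold-induced factors on this gene.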

The expression profile of *Ta.Vrt1 *in the spring genotypes was up-regulated only after cold treatment suggesting that *Ta.Vrn-A1 *acts together with other cold-induced factors to up-regulate *Ta.Vrt1 *expression. Without the sequence of the *Vrn-A1 *locus, however, we still cannot rule out the possibility that Ta.142.1.S1_at was detecting the expression of another MADS-box gene with sequence similar to *Ta.Vrt1 *located in the *Vrn-A1 *locus.

#### 3.2.4 Expression profiles of known cold-induced genes closely associated with LT tolerance

There are several known cold-induced genes closely associated with LT tolerance that are dynamically expressed and analyses of their expression profiles provided insight into their regulation during cold treatment.

##### Rate of response

The initial rate of response (determined by the slope of the change in relative gene expression between 0 and 2 days of cold treatment) of known cold-induced genes was not influenced by the swapped *Vrn1 *locus. 

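Of 20 comparisons of the 2-day response between winter and spring lines, for the 10 genes of Fig. 8 in the Norstar and the Manitou background, 0 passed an adjusted p of 0.01 in limma, over all probesets or over the 40 rate comparisons made for these genes. The largest absolute difference was 0.71 on the log2 scale, and the 95% intervals reached at most 1.83, for the dehydrin Ta.13255.1.S1_at in Manitou, while that of BLT14.1 (Ta.13784.1.S1_at) in Norstar ran from -0.62 to 0.73. LEA76 (Ta.613.1.S1_at), a group 3 LEA protein, rose within 2 days by 4.56 in winter and 4.45 in spring Norstar, and by 4.17 in winter and 3.86 in spring Manitou. The LEA/RAB-related COR protein (Ta.1138.1.S1_at) rose by 5.89 and 5.54 in Norstar and by 5.37 and 4.94 in Manitou, from untreated values of at most 4.65, under the brightness limit of 5.15, so the sizes of its rises are uncertain. Over all probesets the response differed between winter and spring for 1 in Norstar (963 at an unadjusted p under 0.05) and 2 in Manitou (900). The first was 0 without any 1 of the replicates or among the 20000 brightest probesets and 3 with a harvest block or with only the arrays of the lines compared, and the second 0 to 1 without 1 of the replicates and 1 among the 20000 brightest or with only those arrays. From the like responses of winter and spring lines, the paper concludes that regulatory genes outside the swapped locus control the rate.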

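Across genes, the 2-day responses of winter and spring Norstar correlated with r of 0.937 and those of winter and spring Manitou with r of 0.946, though genes are not independent replicates. Norstar and Manitou responses correlated with r of 0.883 in the winter and 0.874 in the spring lines. The common error of the 0-day means can raise each of these values. In Norstar 580 probesets were higher and 735 lower in both lines (15.4 and 26.1 would be shared if the lists were independent) and 0 changed in opposite directions among the limma calls. In Manitou 668 were higher and 907 lower in both lines. Winter Norstar and winter Manitou shared 1213 calls of the same direction and the spring lines 1208, so a large overlap was not limited to lines of the same background. COR14b (Ta.245.1.S1_at) differed between winter and spring by -0.05 in Norstar (SE 0.58, 95% interval -1.20 to 1.11) and by -0.07 in Manitou (SE 0.58). LEA29 (TaAffx.34169.1.S1_at) differed by 0.40 in Norstar (SE 0.45) and 0.45 in Manitou (SE 0.45). Both genes started under the brightness limit of 5.15 in every line, so the sizes of their responses and of these differences are uncertain. For 95.2% of all probesets in Norstar and 95.0% in Manitou the 95% interval of the winter minus spring difference lay within 2-fold. For Norstar minus Manitou the share was 92.4% in the winter and 91.9% in the spring lines. A high share over all probesets therefore does not by itself show like responses. Among the 3 probesets called between winter and spring lines was Vrt1 (Ta.142.1.S1_at). Its 2-day response was lower in winter than in spring Manitou, with a difference of -1.79 (SE 0.30, adjusted p = 0.0020), although winter Manitou stayed under the brightness limit of 5.15.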

As shown in Figure 8, the initial rate of response of these cold-induced genes was similar in winter and spring Norstar and in spring and winter Manitou. This reveals the presence of regulatory genes located outside of the swapped *Vrn1 *locus that control the rate of response of these genes to cold treatment. The initial *rate *of response to cold treatment greatly influences the level of expression of cold-induced genes and genes that exhibit faster rate of up-regulation by acclimation were usually associated with greater cold tolerance (Figure 1). This close relationship among rates of up-regulation of the known cold-induced genes and LT tolerance should not be unexpected as this is likely the reason why they were originally selected for study.

**Figure 8:**
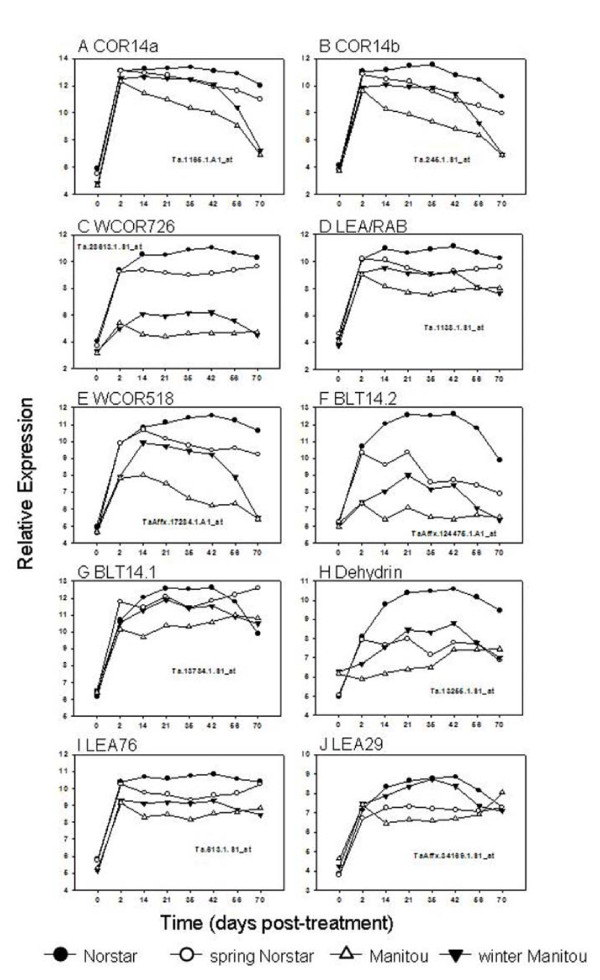
**Expression profiles of known cold-induced genes in winter Norstar and spring Manitou and the near isogenic lines spring Norstar and winter Manitou that showed strong genotype by duration of cold treatment interactions when acclimated at 6°C for 0 to 70 days**.

At least two distinct mechanisms regulate the initial *rate *of response of cold-induced genes. 

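Among the 10 genes, 8 of 20 comparisons of the 2-day response between Norstar and Manitou passed an adjusted p of 0.01 over all probesets, and 10 over the 40 comparisons made. WCOR726 (Ta.28613.1.S1_at) rose by 5.28 on the log2 scale in winter Norstar and 1.72 in winter Manitou, a difference of 3.56 (SE 0.41, adjusted p = 1.7e-08), and in the spring lines the difference was 3.29 (SE 0.41, adjusted p = 1.3e-07). BLT14.2 (TaAffx.124475.1.A1_at) differed by 3.28 in the winter lines (SE 0.51, adjusted p = 2.2e-05) and 2.71 in the spring lines (SE 0.51, adjusted p = 7.4e-04). The dehydrin Ta.13255.1.S1_at differed by 2.74 (SE 0.56, adjusted p = 0.0031) and 3.19 (SE 0.56, adjusted p = 2.5e-04). WCOR518 (TaAffx.17284.1.A1_at) differed by 2.10 (SE 0.45, adjusted p = 0.0048) and BLT14.1 (Ta.13784.1.S1_at) by 1.60 (SE 0.34, adjusted p = 0.0043) in the spring lines. COR14b (Ta.245.1.S1_at) differed by 1.10 (SE 0.58, adjusted p = 0.64) in the winter lines, which does not pass. Without 1 of the replicates the calls of all but WCOR726 ended in at least 1 case. WCOR726 read 4.08 at 0 days in winter Norstar and 3.30 at 0 and 5.02 at 2 days in winter Manitou, under the brightness limit of 5.15, so the size of its difference is uncertain. WCOR518 and COR14b in the lines compared, and the dehydrin in both Norstar lines, also started under that limit. The sizes of their differences are uncertain as well.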

The initial rate of response to cold-treatment could be similar (Figure 8A, B, D, G, I and 8J) or different (Figure 8C, E, F and 8H) between Norstar and Manitou genetic backgrounds. When the initial rate of response is different it is usually slower in the Manitou background.

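The 8 comparisons called were all lower in the Manitou line. The dehydrin Ta.13255.1.S1_at rose within 2 days by 3.14 in winter and 2.88 in spring Norstar, while its changes in winter and spring Manitou were 0.40 and -0.30. Its untreated Norstar means lay under the brightness limit of 5.15, so the sizes of its rises are uncertain. BLT14.2 (TaAffx.124475.1.A1_at) rose by 4.55 and 4.08 in Norstar, against 1.27 and 1.38 in Manitou. Over all probesets 90 differed between winter Norstar and winter Manitou, with 39 more positive in Norstar and 51 more negative, and 103 between the spring lines, with 65 and 38. These counts were 16 to 84 and 23 to 57 without 1 of the replicates, 228 and 239 with array quality weights, and 238 and 211 with a fixed and 152 and 172 with a random harvest block, and the first was 137 without the 0-day arrays of replicate 2. Dehydrin WZY1-1 (Ta.2787.1.S1_at) rose by 2.04 in winter Norstar and 0.64 in winter Manitou, a difference of 1.40 (SE 0.27, adjusted p = 0.0016), from untreated values under the brightness limit of 5.15, so its size is uncertain. Glutathione S-transferase 1 (Ta.303.2.S1_at), a detoxifying enzyme, rose by 1.13 in winter Manitou (adjusted p = 4.1e-04) with a change of -0.66 in winter Norstar (adjusted p = 0.044). Of 27 dehydrin and LEA probesets of Additional file 2, 3 responded more in winter Norstar than in winter Manitou (6 adjusted over the list alone). In spring Norstar 4 responded more than in spring Manitou (8 adjusted over the list alone), and the list is not independent evidence.

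**Figure D1:**
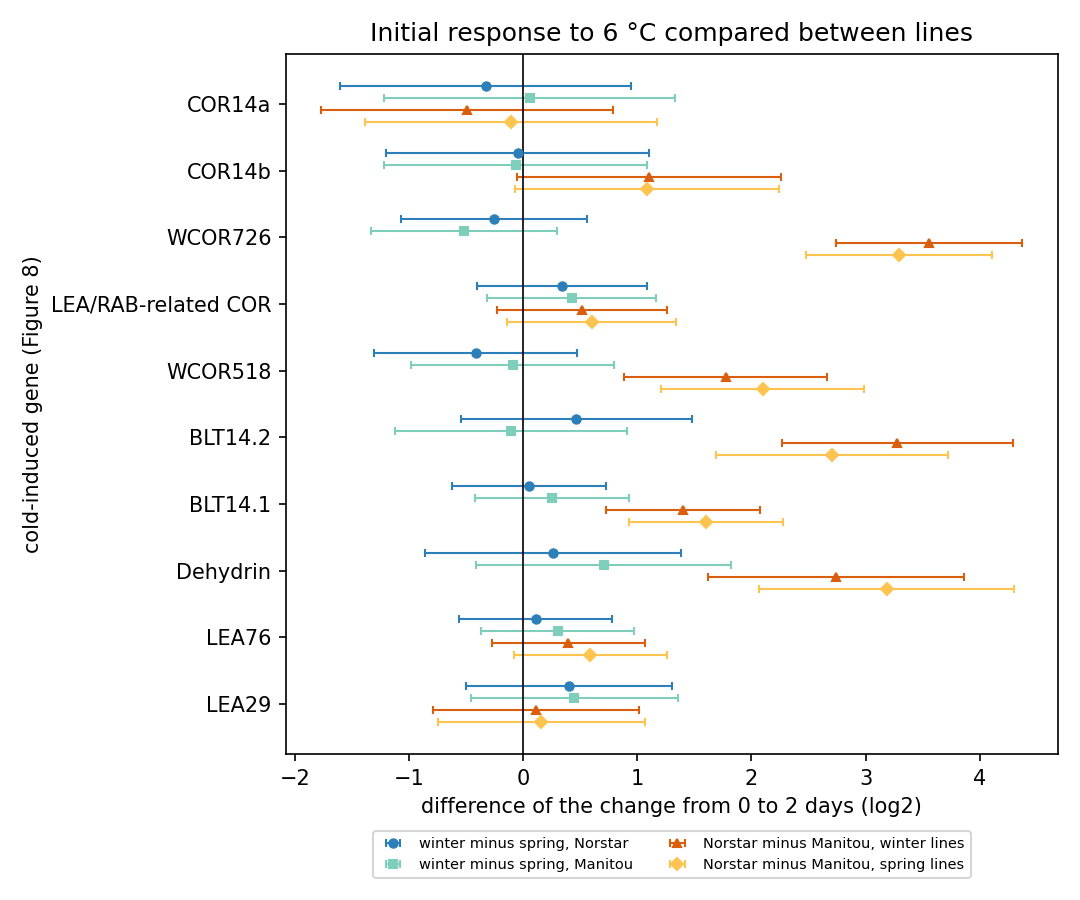
Difference between lines in the log2 change from 0 to 2 days for the 10 cold-induced genes, with 95% intervals, for winter against spring lines of each background and Norstar against Manitou of each habit. Every winter against spring interval lies within 1.83 of 0, and the sizes for genes that start under the brightness limit of 5.15, among them WCOR726, are uncertain.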

##### Duration of expression

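Duration was measured as the change from day 2 to the mean of days 14, 21, 35 and 42, compared between the winter and the spring line. In Norstar 4 of the 10 genes passed an adjusted p of 0.01, and each was higher in the winter line. These were BLT14.2 (TaAffx.124475.1.A1_at) by 2.76, the dehydrin Ta.13255.1.S1_at by 2.52, the LEA/RAB-related COR protein (Ta.1138.1.S1_at) by 1.49 and WCOR726 (Ta.28613.1.S1_at) by 1.46, on the log2 scale. In Manitou WCOR518 (TaAffx.17284.1.A1_at) by 2.38 and WCOR726 by 1.95 passed, the latter with winter Manitou at 2 days and spring Manitou over 14 to 42 days under the brightness limit of 5.15, so its size is uncertain. Adjusted over the 20 comparisons of these genes alone, 7 passed in Norstar and 8 in Manitou. Each of these calls ended without at least 1 of the replicates. COR14b (Ta.245.1.S1_at) had differences of 1.19 in Norstar (SE 0.46, adjusted p = 0.19) and 2.00 in Manitou (SE 0.46, adjusted p = 0.036), which do not pass over all probesets, and over the 20 comparisons the p values were 0.014 and 9.9e-05, of which the second passes. Over all probesets 216 were higher and 117 lower in winter Norstar, and 9 higher and 13 lower in winter Manitou (29 to 77, 23 to 63, 3 to 7 and 0 to 9 without 1 of the replicates, 816, 329, 94 and 125 with array quality weights, 701, 286, 26 and 25 with a fixed and 561, 226, 20 and 22 with a random harvest block, and 136 for the first with only the arrays of the lines compared).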

The duration of expression of known cold-induced genes was influenced by the *Vrn1 *locus. The winter habit genotypes (with *vrn-A1 *locus) sustained a high level of gene transcripts for a longer period of time compared to the spring habit genotypes (with *Vrn-A1 *locus). As a result, the expression of the cold-induced genes in winter Manitou was higher than in spring Manitou and lower in spring Norstar compared to winter Norstar. 

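Averaged over 14 to 42 days, 9 of the 10 genes were higher in winter than in spring Norstar and 10 of 10 in winter than in spring Manitou, at an adjusted p under 0.01 (10 and 10 over the 20 comparisons of these genes alone). The difference was 3.14 on the log2 scale for BLT14.2 (TaAffx.124475.1.A1_at) in Norstar and 2.49 for WCOR518 (TaAffx.17284.1.A1_at) in Manitou, and 1.41 (SE 0.20, adjusted p = 5.2e-08) and 2.23 (SE 0.20, adjusted p = 5.5e-14) for COR14b (Ta.245.1.S1_at). COR14a (Ta.1165.1.A1_at) differed by 0.71 in Norstar (adjusted p = 0.012), which passed with array quality weights. Of 27 dehydrin and LEA probesets of Additional file 2, 22 were higher and 1 lower in winter Norstar and 15 higher in winter Manitou (23 and 1, and 17, adjusted over the list alone). Photosynthesis probesets, which mark leaf tissue, moved with them: 17 of 24 were higher and 2 lower in winter Norstar, and 8 higher and 2 lower in winter Manitou (17 and 2, and 10 and 3, adjusted over the list alone). Both lists were chosen by the study on these samples and are not independent evidence.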

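At 42 days in winter Norstar the dehydrin Ta.13255.1.S1_at read 10.59 (SD 0.25, n = 3), BLT14.2 (TaAffx.124475.1.A1_at) 12.62 (SD 0.14, n = 3) and WCOR518 (TaAffx.17284.1.A1_at) 11.54 (SD 0.10, n = 3) on the log2 scale. The level of the dehydrin over 14 to 42 days was higher by 2.66 in winter than in spring Norstar and by 1.65 in winter than in spring Manitou. LEA29 (TaAffx.34169.1.S1_at) was higher by 1.43 (SE 0.16, adjusted p = 2.7e-11) and 1.74 (SE 0.16, adjusted p = 7.5e-14), and LEA76 (Ta.613.1.S1_at) by 1.14 and 0.82. CBFIVb (Ta.2781.1.S1_at), a transcription factor that activates COR genes, was higher by 2.06 in Norstar (SE 0.16, adjusted p = 6.2e-18) and 1.14 in Manitou (SE 0.16, adjusted p = 4.7e-08), where the spring line lay under the brightness limit of 5.15, as it partly did in Norstar, so the sizes are uncertain. It is the only probeset of the CBF family in the list and was selected by the study on these samples.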

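From 2 to 14 days in spring Manitou, LEA76 (Ta.613.1.S1_at) fell by 0.84 on the log2 scale, from 9.16 (SD 0.18, n = 3) to 8.32 (SD 0.20, n = 3), past an adjusted p of 0.01, and 9 of the 10 genes did not pass. COR14b (Ta.245.1.S1_at) read 9.62 (SD 0.26, n = 3) at 2 days and 8.29 (SD 0.23, n = 3) at 14 days there, and COR14a (Ta.1165.1.A1_at) 12.29 and 11.41 (SD 0.27, n = 3). In spring Norstar 0 of the 10 genes fell past the threshold in limma (at an unadjusted p under 0.05, 1 was lower there and 6 in spring Manitou). COR14b read 10.85 (SD 0.14, n = 3) at 2 days, 10.29 at 21 days and 9.60 (SD 0.54, n = 3) at 35 days. The highest daily mean fell at 2 days for 6 of the 10 genes in spring Manitou and 3 in spring Norstar.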

The decline in the level of transcript in spring Manitou and spring Norstar began immediately after 2-days of cold treatment. In contrast, the expression of these genes in winter Norstar and winter Manitou continued to be up-regulated (Figure 8C, D, E, F, H and 8J) or sustained at high level (Figure 8A, B and 8I) until at the point of vernalization saturation. This observation supports the developmental model proposition that the *duration *of expression of LT tolerant genes is controlled by genes that determine the length of the shoot apical meristem vegetative stage.

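In winter Norstar 4 of the 10 genes rose further from 2 to 14 days past an adjusted p of 0.01, and in winter Manitou 2. WCOR726 (Ta.28613.1.S1_at) rose by 1.17 in winter Norstar (adjusted p = 0.0011), from 9.36 (SD 0.19, n = 3) to 10.53 (SD 0.68, n = 3). The highest daily mean came at 14 days or later for 10 of the 10 genes in winter Norstar and 9 in winter Manitou. COR14a (Ta.1165.1.A1_at) read 13.12 at 2 days and 13.35 (SD 0.08, n = 3) at 35 days in winter Norstar, and 12.52 (SD 0.28, n = 3) and 12.48 in winter Manitou, where it stood at 10.37 (SD 0.72, n = 3) at 56 days. LEA29 (TaAffx.34169.1.S1_at) went from 7.15 (SD 0.48, n = 3) at 2 days to 8.85 (SD 0.15, n = 3) at 42 days in winter Norstar and from 7.46 (SD 0.14, n = 3) to 8.73 (SD 0.18, n = 3) at 35 days in winter Manitou. The paper reads this in favour of its developmental model, in which genes setting the length of the vegetative stage of the shoot apical meristem control the duration of expression of LT tolerance genes.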

#### 3.2.5 Expression of other dynamically cold-responsive genes

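Within 2 days the jacalin-like lectin (Ta.7388.2.S1_a_at), of a family of mannose-binding proteins, fell by 2.03 on the log2 scale in winter Norstar (SE 0.51, adjusted p = 9.3e-04), by 1.77 in spring Norstar (adjusted p = 0.0041), by 2.37 in winter Manitou (adjusted p = 9.7e-05) and by 2.69 in spring Manitou (adjusted p = 1.3e-05). The call ended without 1 of the replicates in 3 of the 4 lines, spring Manitou being the exception. In spring Norstar it read 6.85 (SD 0.48, n = 3) at 2 days, 7.94 (SD 0.71, n = 3) at 14 days and 9.18 (SD 0.28, n = 3) at 21 days. In spring Manitou it read 8.48 (SD 0.66, n = 3), 8.54 (SD 0.19, n = 3) and 9.99 (SD 0.22, n = 3) on the same days.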

The expression of jacalin-like lectin (Ta.7388.2.S1_a_at) was initially down-regulated in all the genotypes but was up-regulated in the spring habit lines after two days of cold treatment. The gene continued to be down-regulated in the winter-habit lines until vernalization saturation. 

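In winter Norstar the lectin (Ta.7388.2.S1_a_at) read 6.02 (SD 0.32, n = 3) at 2 days, 2.91 (SD 0.12, n = 3) at 14 days and 2.67 (SD 0.10, n = 3) at 42 days, then 6.11 (SD 1.10, n = 3) at 70 days. In winter Manitou it read 8.17 (SD 1.26, n = 3), 4.72 (SD 0.24, n = 3) and 7.41 (SD 0.93, n = 3), with 7.69 (SD 1.29, n = 3) at 21 days. Over 14 to 42 days it was lower in the winter than in the spring line by -5.97 in Norstar (SE 0.26, adjusted p = 8.4e-31) and -3.07 in Manitou (SE 0.26, adjusted p = 1.1e-15). Winter Norstar lay under the brightness limit of 5.15 on these days, so the sizes of its differences are uncertain. The change after 2 days differed by -5.14 in Norstar (SE 0.57, adjusted p = 1.6e-09) and by -2.76 in Manitou (adjusted p = 0.010). A second probeset of the family, Ta.7388.1.S1_at, was lower by -4.82 in winter Norstar (SE 0.24) and -2.83 in winter Manitou (SE 0.24). Given a report that antisense inhibition of a related gene delayed heading, the paper proposes that the prolonged low expression could contribute to the later competence to flower of winter lines.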

A jacalin-like lectin domain containing protein (a.k.a.VER2) previously isolated in winter wheat [32] has been shown to be involved in vernalization. Antisense inhibition of VER2 delayed heading in transgenic hexaploid wheat. Thus, the prolonged down-regulation of jacalin-like lectin could be contributing in the delayed acquisition of competence to flower in the winter-habit lines.

The expression of a flower promoting factor (FPF; Ta.9696.1.S1_at) was down-regulated by cold treatment (Figure 9B) in all four genotypes. 

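FPF (Ta.9696.1.S1_at) fell by 1.67 on the log2 scale within 2 days in winter Norstar (SE 0.21, adjusted p = 9.6e-10). Its 2-day changes were -0.23 in spring Norstar (adjusted p = 0.44), -0.19 in winter Manitou (adjusted p = 0.51) and -0.44 in spring Manitou (adjusted p = 0.092), none of which passed. The spring lines started near the brightness limit of 5.15, so a fall there was hard to measure. Between 0 and 70 days it went from 8.48 (SD 0.33, n = 3) to 3.89 (SD 0.14, n = 3) in winter Norstar, from 6.82 (SD 0.90, n = 3) to 3.86 (SD 0.12, n = 3) in winter Manitou, from 5.51 (SD 0.33, n = 3) to 3.90 (SD 0.05, n = 3) in spring Norstar and from 5.29 (SD 0.41, n = 3) to 3.88 (SD 0.20, n = 3) in spring Manitou. The folds over the course were 25.4, 7.77, 3.23 and 2.66 in that order. The 2-day response of winter Norstar and winter Manitou differed by -1.48 (SE 0.30, adjusted p = 0.0024), a call that ended without 1 of the replicates.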

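In untreated crowns FPF (Ta.9696.1.S1_at), named for a flowering promoter of mustard, was higher in the winter than in the spring line by 2.97 on the log2 scale in Norstar (SE 0.21, adjusted p = 1.1e-17) and by 1.53 in Manitou (SE 0.21, adjusted p = 3.1e-06). Over 14 to 42 days the difference was 0.88 in Norstar (SE 0.11, adjusted p = 2.2e-10) and 0.77 in Manitou (SE 0.11, adjusted p = 4.5e-08), with the spring lines under the brightness limit of 5.15, so these sizes are uncertain. The 2-day response of winter and spring Norstar differed by -1.44 (SE 0.30, adjusted p = 0.11).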

The level of expression of this gene was also swapped between the winter and spring-habit genotypes. The overexpression of the FPF under inductive condition led to early flowering in tobacco [33]. However, under non-inductive conditions the FPF overexpressing lines bolted but did not flower. It is also possible that an inductive condition to flower is required for the up-regulation of this gene in wheat.

**Figure 9:**
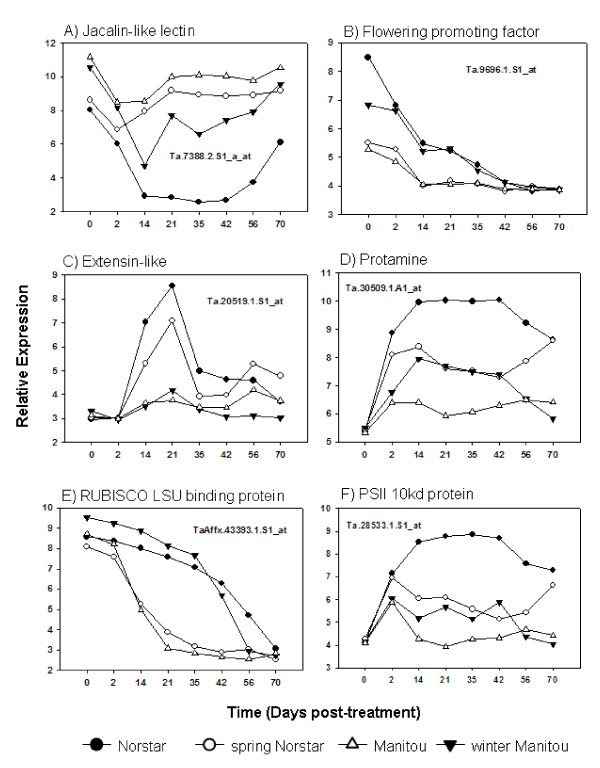
**Expression profiles of selected most dynamically expressed genes in winter Norstar and spring Manitou and the near isogenic lines spring Norstar and winter Manitou acclimated at 6°C for 0 to 70 days**.

The expression profile of an extensin-like protein (Ta.20519.1.S1; Figure 9C) was similar in winter Norstar and spring Norstar. 

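The extensin-like probeset Ta.20519.1.S1_at, described in Additional file 2 as a cortical cell-delineating protein of the lipid transfer family, read 8.55 (SD 0.59, n = 3) in winter and 7.09 (SD 0.14, n = 3) in spring Norstar at 21 days, on the log2 scale. In Manitou its highest daily means were 4.16 (SD 0.08, n = 3) in the winter and 4.19 (SD 0.76, n = 3) in the spring line. Winter exceeded spring Norstar over 14 to 42 days by 1.23 (SE 0.17, adjusted p = 2.4e-08), a size that is uncertain since both lines lay under the brightness limit of 5.15 at 35 and 42 days. Every Manitou mean lay under that limit, so any difference there is uncertain in size. On the arrays of the Manitou lines the F test passed for duration (adjusted p = 7.7e-05) but not for genotype (adjusted p = 0.042).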

The gene was induced after 2 days of acclimation and reached its maximum expression by 21 days of cold treatment. 

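At 0 and 2 days the probeset Ta.20519.1.S1_at read 2.96 (SD 0.16, n = 3) and 3.02 (SD 0.05, n = 3) in winter Norstar, both under the brightness limit of 5.15. It read 7.03 (SD 0.30, n = 3) at 14 days, and after the peak 4.98 (SD 0.80, n = 3) at 35 days and 3.70 (SD 0.72, n = 3) at 70 days. In spring Norstar it read 5.30 (SD 0.31, n = 3) at 14 days and 3.92 (SD 0.47, n = 3) at 35 days. Spring Manitou read 3.75 (SD 0.25, n = 3) at 21 days.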

Extensin has been shown to be induced by cold treatment in pea seedlings [34] and speculated to be involved in the strengthening of the cell wall to prevent the cavitation of the cell during cold induced dehydration.

This is the first time that protamine (Ta.30509.1.A1_at; Figure 9D) has been shown to be induced by cold in wheat. 

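Within 2 days protamine (Ta.30509.1.A1_at), which Additional file 2 describes only by a rice locus, rose by 3.49 on the log2 scale in winter Norstar (SE 0.28, adjusted p = 1.4e-16), by 2.67 in spring Norstar (SE 0.28, adjusted p = 3.0e-12), by 1.26 in winter Manitou (SE 0.28, adjusted p = 1.9e-04) and by 1.07 in spring Manitou (SE 0.28, adjusted p = 0.0015). In winter Norstar it went from 5.37 (SD 0.16, n = 3) through 8.86 (SD 0.43, n = 3) at 2 days to 8.63 (SD 0.83, n = 3) at 70 days, and in winter Manitou from 5.51 (SD 0.22, n = 3) through 7.95 (SD 0.07, n = 3) at 14 days to 5.83 (SD 0.34, n = 3). Over 14 to 42 days it was higher in the winter than in the spring line by 2.30 in Norstar (SE 0.14, adjusted p = 2.3e-22) and 1.47 in Manitou (SE 0.14, adjusted p = 3.9e-13). The 2-day rise was larger by 2.24 in winter Norstar than in winter Manitou (SE 0.40, adjusted p = 3.9e-04). Without 1 of the replicates this call and the 2-day calls of the Manitou lines ended.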

Its role in the development of cold tolerance is unclear, however, in animal studies protamine has been shown to be involved in the maintenance of high order chromatin structure in trout and sea urchin sperm nuclei. It accumulates late in spermatogenesis and displaces or augments the germ cell histones to stabilize the highly condensed chromatin. It is hypothesized to play a role in global chromatin reorganization and accessibility of histone variant regions [35]. Protamine could also be involved in the epigenetic regulation of the *Vrn-A1 *locus as it has also been postulated that maintenance of an active chromatin state at *Vrn1 *is the basis for epigenetic memory of vernalization in cereals [36].

#### 3.3 Differentially expressed genes in genotypes with neutralized *Vrn-A1* locus

Comparison of gene expression in genotypes where the *Vrn-A1 *is similar or neutralized is expected to identify genes regulated by factors outside of the swapped *Vrn-A1 *locus. There were 7,808 genes (at *p *< 0.001) differentially expressed between winter Norstar and winter Manitou with respect to genotype and duration of cold treatment. 

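On the 48 arrays of the winter lines, 7356 probesets passed for both genotype and duration at an adjusted p under 0.001 (3739 to 4988 without 1 of the replicates). Of the 27 genes of Table 5, 23 were among them. WCOR726 (Ta.28613.1.S1_at, adjusted p = 3.1e-31 for genotype), the LEA/RAB-related COR protein (Ta.1138.1.S1_at, 7.9e-19) and gamma-thionin (Ta.18720.1.S1_a_at, 3.5e-17) passed. SAG12 (Ta.29534.1.S1_at) passed with an adjusted p of 2.1e-05 for genotype, and read 10.80 (SD 0.12, n = 3) in winter Manitou at 70 days. The paper's text names no separate model for pairs of lines, so the model of all 4 lines was fitted to the pair.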

The expression of 25% of these genes (1,952) showed strong interaction between these two factors. 

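Of these, 432 probesets (5.87%) also passed for the interaction at the same threshold. WCOR518 (TaAffx.17284.1.A1_at, adjusted p = 2.3e-11), WCOR726 (Ta.28613.1.S1_at, 5.1e-10), BLT14.2 (TaAffx.124475.1.A1_at, 2.0e-08), COR14b (Ta.245.1.S1_at, 4.2e-07) and COR14a (Ta.1165.1.A1_at, 9.8e-06) were among them. WCOR518 read 7.93 (SD 0.25, n = 3) at 2 days and 9.93 (SD 0.04, n = 3) at 14 days in winter Manitou, against 9.86 (SD 0.20, n = 3) at 2 days in winter Norstar. Without 1 of the replicates the count was 68 to 155, with array quality weights 2037, at an unadjusted p 1289 and with the interaction of the fit to all 4 lines 1794.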

Twenty-three of these genes were dynamically expressed (> 25 fold-change) in winter Norstar, the identities of which were similar to those shown in Table 5 except for 4 missing genes. 

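Duration, genotype and interaction passed in the winter lines for 14 of the 27 genes of Table 5, all of which changed at least 25-fold in winter Norstar. They include the extensin-like protein (Ta.20519.1.S1_at, adjusted p = 5.5e-08 for the interaction), the dehydrin Ta.13255.1.S1_at (1.7e-06) and protamine (Ta.30509.1.A1_at, 1.4e-05). The interaction did not pass at 0.001 for the jacalin-like lectin (Ta.7388.2.S1_a_at, adjusted p = 0.028), SAG12 (Ta.29534.1.S1_at, 0.021), LEA76 (Ta.613.1.S1_at, 0.067) or Vrt1 (Ta.142.1.S1_at, 0.012). An adjusted p above the threshold does not show that the profiles are equal.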

The expression profiles of these 4 genes in spring Norstar and spring Manitou were also very similar: *Ta.Vrn-A1 *(Ta.30607.1.A1_at; Figure 7A), RUBISCO LSU binding protein (TaAffx.43393.1.S1_at; Figure 9E), LEA29 protein (TaAffx.34169.1.S1_at; Figure 9J)) and flower promoting factor (Ta.9696.1.S1_at; Figure 9B) indicating that the genes regulating their expression were swapped between the winter and spring habit genotypes. 

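In the winter pair the adjusted p for genotype was 0.11 for Vrn-A1 (Ta.30607.1.A1_at), 0.10 for RUBISCO LSU binding protein (TaAffx.43393.1.S1_at), 0.093 for LEA29 (TaAffx.34169.1.S1_at) and 0.0093 for FPF (Ta.9696.1.S1_at), none below 0.001. RUBISCO LSU binding protein, a chaperone for assembly of the carboxylase, passed for the interaction (adjusted p = 1.2e-07). At 35 days it read 7.06 (SD 0.34, n = 3) in winter Norstar and 7.67 (SD 0.11, n = 3) in winter Manitou, and 3.18 (SD 0.20, n = 3) and 2.84 (SD 0.30, n = 3) in spring Norstar and spring Manitou. LEA29 read 7.31 (SD 0.43, n = 3) at 21 days in spring Norstar and 6.59 (SD 0.16, n = 3) at 35 days in spring Manitou.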

Since the *Vrn-A1 *locus is the same in winter Norstar and winter Manitou, the swapped expression profiles of RUBISCO LSU binding protein, LEA29 and flower promoting factor indicates that these genes are either located in the *Vrn-A1 *locus or they are controlled by outside factors that are regulated by the *Vrn-A1 *locus. 

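The RUBISCO LSU binding protein probeset TaAffx.43393.1.S1_at, over 14 to 42 days, was higher in the winter than in the spring line by 3.42 on the log2 scale in Norstar (SE 0.10, adjusted p = 2.0e-40) and 4.21 in Manitou (SE 0.10, adjusted p = 2.6e-46). Spring Manitou lay under the brightness limit of 5.15 from 14 days and spring Norstar from 21 days, so these sizes are uncertain. For LEA29 (TaAffx.34169.1.S1_at) the winter minus spring difference differed between backgrounds by -0.31 (SE 0.23, adjusted p = 0.57). RUBISCO LSU binding protein went from 8.58 (SD 0.14, n = 3) at 0 days to 3.06 (SD 0.33, n = 3) at 70 days in winter Norstar, and in spring Norstar from 8.09 (SD 0.10, n = 3) to 5.27 (SD 0.17, n = 3) already at 14 days. From the swapped profiles, the paper concludes that these genes lie in the Vrn-A1 locus or are controlled by factors that it regulates.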

If they are located outside of the *Vrn-A1 *locus then these genes are strong candidates for direct involvement in the development of LT tolerance.

**Table 5:** Winter Norstar genes that exhibit 25-fold or more change in expression during cold-treatment and show significant interaction between genotype and duration of cold treatment.

Probeset ID	Description	No	Ma	wMa	sNo
Ta.1165.1.A1_at	cold-responsive protein COR14a	177	203	231	189
Ta.245.1.S1_at	cold-responsive protein COR14b	173	61	67	129
Ta.28613.1.S1_at	cold acclimation protein WCOR726	124	5	7	61
Ta.1138.1.S1_at	cold-responsive LEA/RAB-related COR protein	117	31	53	47
Ta.30607.1.A1_at	MADS-box protein Ta.VRN-A1	98	2	117	3
TaAffx.17284.1.A1_at	Cold acclimation protein WCOR518	93	10	34	66
TaAffx.124475.1.A1_at	low-temperature responsive gene BLT14.2	89	3	7	17
Ta.13784.1.S1_at	low-temperature responsive gene BLT14.1	89	24	42	71
Ta.23327.1.S1_at	Unknown	61	5	10	30
Ta.13255.1.S1_at	Dehydrin	50	3	6	8
Ta.142.1.S1_at	MADS-box protein TaVRT-1	49	59	83	90
Ta.20519.1.S1_at	Extensin-like	48	2	2	17
TaAffx.43393.1.S1_at	Rubisco LSU	46	72	110	48
Ta.29534.1.S1_at	senescence-specific cysteine protease SAG12	45	232	238	197
Ta.7388.2.S1_a_at	Jacalin-like lectin domain containing protein	44	6	57	5
Ta.13239.1.S1_at	glycine-rich cell wall protein homolog	41	28	29	28
Ta.19303.1.S1_at	Unknown	40	11	11	38
Ta.30798.3.S1_at	gamma-VPE	36	21	25	25
Ta.613.1.S1_at	LEA76 homologue type2	32	15	18	22
TaAffx.34169.1.S1_at	LEA29 D-29 protein	32	11	22	11
Ta.865.2.A1_at	arginine/serine-rich protein, putative	32	19	24	25
Ta.9000.1.S1_at	beta-fructosidase	29	38	36	29
Ta.27389.1.S1_at	Gamma-1-purothionin	28	19	40	35
Ta.28533.1.S1_at	Photosystem II 10 kDa polypeptide, chloroplast	27	4	4	6
Ta.18720.1.S1_a_at	Gamma-thionin	26	42	88	65
Ta.30509.1.A1_at	Protamine	26	2	5	9
Ta.9696.1.S1_at	Flowering promoting factor-like 1	25	3	8	3

Fold-change in expression was based on the difference between the maximum and minimum levels of gene expression from 0 to 70 days of cold treatment.

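For spring Norstar and spring Manitou 5754 probesets passed for genotype and duration on their 48 arrays (2994 to 3371 without 1 of the replicates). Of the 27 genes of Table 5, 19 were among them. COR14b (Ta.245.1.S1_at, adjusted p = 9.2e-13 for genotype), WCOR518 (TaAffx.17284.1.A1_at, 4.1e-20) and BLT14.1 (Ta.13784.1.S1_at, 8.8e-15) differed between these lines. The dehydrin Ta.13255.1.S1_at (adjusted p = 0.0020) and Vrt1 (Ta.142.1.S1_at, 0.031) did not pass at 0.001.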

There were 5,982 genes (at *p *< 0.001) that were differentially expressed between spring Norstar and spring Manitou with respect to genotype and duration of cold treatment. The expression of 29% of these genes (1,717) showed strong interaction between these two factors. 

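The interaction passed as well for 170 of these probesets (2.95%). WCOR726 (Ta.28613.1.S1_at) had an adjusted p of 1.2e-08: in spring Norstar it read 9.24 (SD 0.28, n = 3) at 2 days and 9.64 (SD 0.49, n = 3) at 70 days, and in spring Manitou 5.42 (SD 0.43, n = 3) at 2 days and 4.55 (SD 0.36, n = 3) at 14 days. Of the Table 5 genes 5 passed, among them WCOR518 (TaAffx.17284.1.A1_at, 7.7e-05) and the extensin-like protein (Ta.20519.1.S1_at, 3.2e-05). The count was 24 to 41 without 1 of the replicates, 112 among the 20000 brightest probesets, 344 with array quality weights, 285 with the spread of all 96 arrays, 556 at an unadjusted p and 1495 with the interaction of the fit to all 4 lines.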

In both these spring genotypes, the cold-responsive gene COR14a was the most dynamically expressed gene.

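COR14a (Ta.1165.1.A1_at) rose from 5.54 (SD 0.13, n = 3) at 0 days to 13.10 (SD 0.02, n = 3) at 2 days in spring Norstar. Over the course it changed 189-fold there and 203-fold in spring Manitou. SAG12 (Ta.29534.1.S1_at) changed 197-fold in spring Norstar and 232-fold in spring Manitou, with its highest value at 70 days. COR14b (Ta.245.1.S1_at) ranked next in spring Norstar at 129-fold, and Ta.9717.1.A1_a_at, chosen after its values were seen, in spring Manitou at 118-fold. The folds are ratios of means of 3 arrays and the ranks were not tested, and the lowest means of SAG12 (3.06 and 3.05), of COR14b and, in spring Manitou, of COR14a (4.63) lay under the brightness limit of 5.15, so the sizes of these folds are uncertain. SAG12 at 42 days had an SD of 1.35 (n = 3) in spring Manitou.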

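Among probesets past all 3 tests at 0.001, 78 were called only in the spring pair, and not in the winter pair or in winter against spring Norstar. Another 66 were shared by both Norstar against Manitou pairs and 11 by all 3 comparisons. In total 77 were shared by the winter and the spring pair, where 2.33 would be shared if the lists were independent. The 2 pairs have no line in common. The count of 78 was 14 to 24 without 1 of the replicates, 45 among the 20000 brightest probesets, 126 with the spread of all 96 arrays, 251 at an unadjusted p and 278 with the interaction of the fit to all 4 lines. WCOR726 (Ta.28613.1.S1_at) passed in both pairs. A probeset outside a list may still differ, since the absence of a call is not a test of equality.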

As shown in Figure 10, there were 265 genes that were differentially expressed specifically only when the *Vrn-A1 *(spring) locus was neutralized. A significant number of these genes are involved in chromatin remodeling e.g. Curly leaf like gene, chromatin remodeling 1 and 17, several core histone genes, methyltransferase1 and histone acetyltransferase genes and several DNA binding proteins like HTB2, HTB11, HTA2, 6 and 12. 

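Of 39 histone probesets in Additional file 2, 0 rose or fell within 2 days in any line in limma at the thresholds used there. At an unadjusted p under 0.05 and any size, 0 were higher and 11 lower in winter Norstar and 3 higher and 7 lower in spring Manitou. Over 14 to 42 days 1 was higher in winter than in spring Norstar and 3 in winter than in spring Manitou, and 0 were lower (the same counts adjusted over the list alone). At an unadjusted p under 0.05, 1 was higher and 8 lower in Norstar and 13 were higher and 0 lower in Manitou. Histone H2A.1 (Ta.644.1.S1_at), part of the protein spool for DNA, changed by -0.37 on the log2 scale within 2 days in winter Norstar (SE 0.06, adjusted p = 1.1e-06) and by -0.37 in spring Manitou (SE 0.06, adjusted p = 6.7e-07), below 2-fold. Its 2-day response differed between spring Norstar and spring Manitou by 0.02 (SE 0.09, adjusted p = 0.99). None of these counts compares the profiles of the spring lines over all days, so they do not test the paper's statement about the spring pair. The list was chosen by the study on these samples and is not independent evidence.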

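Calls limited to the winter pair numbered 192, and 163 more were shared with winter against spring Norstar but not with the spring pair. The winter pair and winter against spring Norstar shared 174 in total, where 10.4 would be shared if the lists were independent, but they have winter Norstar in common. COR14b (Ta.245.1.S1_at) and COR14a (Ta.1165.1.A1_at) passed for the interaction in the winter pair and not in the spring pair (adjusted p = 0.11 and 0.028). Of 31 antioxidant probesets in Additional file 2, which belong to oxidation-reduction, 0 had a larger and 1 a smaller 2-day response in winter Norstar than in winter Manitou (0 and 2 adjusted over the list alone, 3 and 3 in limma at an unadjusted p under 0.05), and the list is not independent evidence. The count for this pair alone was 1282 with array quality weights, 623 at an unadjusted p and 40 to 78 without 1 of the replicates.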

There were 160 genes that were specifically associated with a neutralized *vrn-A1 *(winter) locus and a significant number of these genes are transcription factors and genes involved in signal transduction, transport and oxidation-reduction pathways.

**Figure 10:**
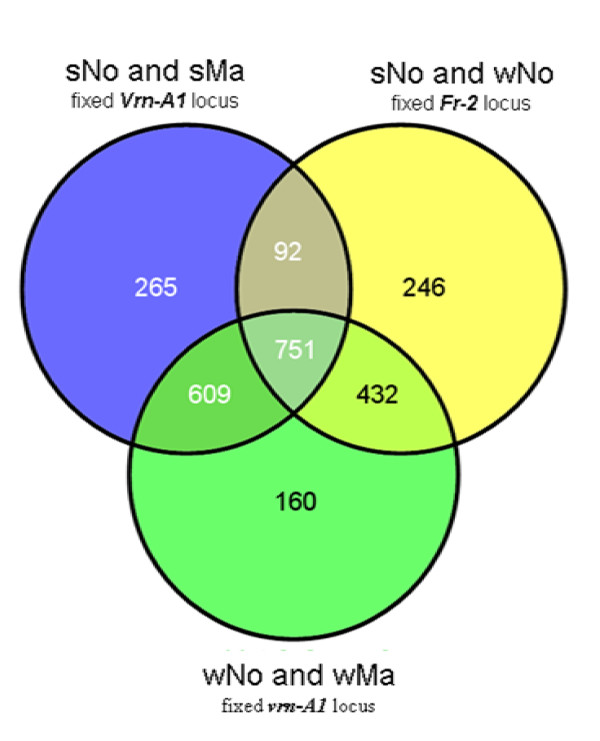
**Genes controlled by the *Vrn-A1 *and *Fr-2 *loci**. Venn diagrams showing the statistically significant (*P *< 0.001) differentially expressed genes that show GxT interaction in genotypes with neutralized *Vrn-A1 *or *Fr-2 *locus.

#### 3.4 Differentially expressed genes in genotypes with neutralized Fr-2 locus

Genes that were differentially expressed in genotypes with neutralized *Fr-2 *locus in the Manitou and Norstar backgrounds were expected to be directly or indirectly influenced by the *Vrn-A1 *locus. They were also predicted to be part of pathways where the vegetative/reproductive transition acts as a key switch in LT gene expression. There were 4,411 genes (at *p *< 0.001) that were differentially expressed in winter and spring Norstar grown under the cold treatment time series used in this study. 

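Genotype and duration passed for 3861 probesets on the 48 arrays of winter and spring Norstar (2100 to 2435 without 1 of the replicates). Between 14 and 42 days 3213 probesets (2135 with only 21 and 35 days) were higher and 2806 lower in winter than in spring Norstar at an adjusted p under 0.01. No minimum fold was set for these counts, and 362 of the 6019 probesets reached 2-fold. MADS2 (Ta.6793.1.A1_at), a MADS-box factor, was lower by -2.76 (SE 0.12, adjusted p = 6.7e-30; the winter line lay under the brightness limit of 5.15, so the size is uncertain) and an FT-like protein (Ta.10782.1.S1_at), from the family of the mobile flowering signal, by -1.70 (SE 0.14, adjusted p = 4.0e-17). The nucleotide pyrophosphatase Ta.23957.1.S1_at was lower by -3.81 (SE 0.17, adjusted p = 3.9e-29) and Ta.23397.2.S1_at higher by 3.05 (SE 0.14, adjusted p = 1.3e-28). Of 7 flowering and MADS probesets of Additional file 2, 1 was higher and 6 lower (the same adjusted over the list alone), and the list is not independent evidence.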

The expression of 34% of these genes (1,521) showed GxT interaction and 246 of these genes were strongly influenced by the *Vrn-A1 *locus (Figure 10). 

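Of these, 760 probesets (19.7%) also passed for the interaction, and 571 of them in this comparison alone among the 3 compared. The change after 2 days differed most for the jacalin-like lectin Ta.7388.2.S1_a_at. The OsMADS15-like gene Ta.3583.1.A1_at differed in this by -1.97 (SE 0.37, adjusted p = 3.8e-04), a size made uncertain by values under the brightness limit of 5.15 in winter Norstar, and dehydrin WZY1-1 (Ta.2787.1.S1_at) by 1.85 (SE 0.22, adjusted p = 1.0e-08). The count of 760 was 132 to 180 without 1 of the replicates, 1668 with array quality weights, 1587 at an unadjusted p and 1414 with the interaction of the fit to all 4 lines, and the count of 571 was 82 to 111, 1045, 1037 and 228 in the same order.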

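Among the probesets that changed at least 25-fold in winter Norstar, 19 passed for genotype, duration and interaction between winter and spring Norstar. Of the 27 genes of Table 5, 26 passed for genotype and duration and 18 for the interaction too. Vrn-A1 (Ta.30607.1.A1_at) and Vrt1 (Ta.142.1.S1_at) had adjusted p-values of 2.1e-28 and 2.8e-29 for genotype on all 96 arrays. RUBISCO LSU binding protein (TaAffx.43393.1.S1_at) differed between the lines in its change after 2 days by 2.63 on the log2 scale (SE 0.22, adjusted p = 5.4e-14).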

Of this group, 26 genes were dynamically expressed (> 25 fold-change) in winter Norstar. These genes were identical to those listed in Table 5 except that Ta.20519.1.S1_at (extensin-like gene) was not present. As shown in Figure 9C, Ta.20519.1.S1_at expression profile was similar in winter Norstar and spring Norstar and not swapped in the spring and winter habit genotypes.

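At 42 days the extensin-like probeset Ta.20519.1.S1_at read 4.63 in winter and 3.99 in spring Norstar on the log2 scale, and at 56 days 4.59 and 5.26. Its change after 2 days differed between winter and spring Norstar by 1.23 (SE 0.39, 95% interval 0.46 to 2.00, adjusted p = 0.067), which does not pass. Its means lay under the brightness limit of 5.15 at 0 and 2 days in the Norstar lines and always in the Manitou lines. Responses there are therefore uncertain in size.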

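Winter and spring Manitou differed for genotype and duration in 3690 probesets at an adjusted p under 0.01, of which 432 (11.7%) passed for the interaction. The counts without 1 of the replicates were 1083 to 3300 and 41 to 218, with array quality weights 6531 and 1505, and at an unadjusted p 5870 and 1457. With the spread of all 96 arrays the second was 703, and with the interaction of the fit to all 4 lines 2019. From 14 to 42 days 1434 probesets were higher and 1278 lower in the winter line (801 and 500 with only 21 and 35 days, 2456 and 2855 with array quality weights). Of these 2712 probesets, 139 reached 2-fold. A subtilisin homologue (Ta.28847.1.S1_a_at), a protease, was lower by -3.47 on the log2 scale (SE 0.20, adjusted p = 8.0e-24) and the MADS-box gene MADS2 (Ta.6793.1.A1_at) by -2.86 (SE 0.12), with the winter line under the brightness limit of 5.15, so that its size is uncertain. The FT-like protein Ta.10782.1.S1_at was lower by -1.89 (SE 0.14, adjusted p = 1.4e-18).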

There were 4,064 genes (at *p *< 0.01) that were differentially expressed in winter and spring Manitou, 53% (2,164) of which showed GxT interactions. However, there were no differentially expressed genes between spring and winter Manitou that showed GxT interaction at a higher level of confidence (*p *< 0.001). These observations suggest that the *Vrn-A1 *locus had a much variable influence on gene expression on the cold hardy Norstar than the more cold sensitive Manitou genetic background.

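At an adjusted p under 0.001, 1947 probesets passed for genotype and duration and 160 (8.22%) also for the interaction (12 to 31 without 1 of the replicates, 380 with the spread of all 96 arrays, 656 at an unadjusted p, 764 with array quality weights and 1008 with the interaction of the fit to all 4 lines). RUBISCO LSU binding protein (TaAffx.43393.1.S1_at) had the smallest adjusted p, at 1.4e-20, followed by Vrn-A1 (Ta.30607.1.A1_at) at 1.2e-18 and the subtilisin homologue Ta.28847.1.S1_a_at at 3.7e-09. A ribokinase (Ta.5191.1.A1_at), chosen after its values were seen, had 5.1e-09 and Vrt1 (Ta.142.1.S1_at) 1.1e-07. RUBISCO LSU binding protein stood at 8.89 in winter and 4.96 (SD 0.32, n = 3) in spring Manitou at 14 days.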

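Day by day, winter and spring Norstar differed past an adjusted p of 0.01 in 26 probesets before cold treatment, 432 at 14 days, 3046 at 42 days and 4992 at 70 days. In Manitou the counts were 11, 169, 439 and 2123. At 70 days 2893 were higher and 2099 lower in winter Norstar, and 1175 and 948 in winter Manitou. Of all those called at 70 days, 917 reached 2-fold in Norstar and 387 in Manitou. Winter minus spring, 2126 probesets over 14 to 42 days were called in the same direction in both backgrounds and 6 in opposite directions. Tested directly, the winter minus spring difference differed between the backgrounds for 617 probesets. Dehydrin WZY1-1 (Ta.2787.1.S1_at) differed by 1.98 in Norstar and 0.83 in Manitou (difference 1.15, SE 0.14, adjusted p = 4.7e-09), and Ta.11539.1.A1_at by -3.67 and -0.31 (difference -3.37, SE 0.17, adjusted p = 2.2e-25). LOC780634 (TaAffx.120063.1.S1_at) differed by -3.50 and -3.44. For the last 2 the winter Norstar means lay under the brightness limit of 5.15, so the sizes are uncertain. Norstar without 1 of the replicates had 2252 to 2467 higher and 1626 to 2144 lower, and Manitou 575 to 1103 and 582 to 859. From the Norstar and Manitou comparisons, the paper proposes that the Vrn-A1 locus had a more variable influence in Norstar.

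**Figure D2:**
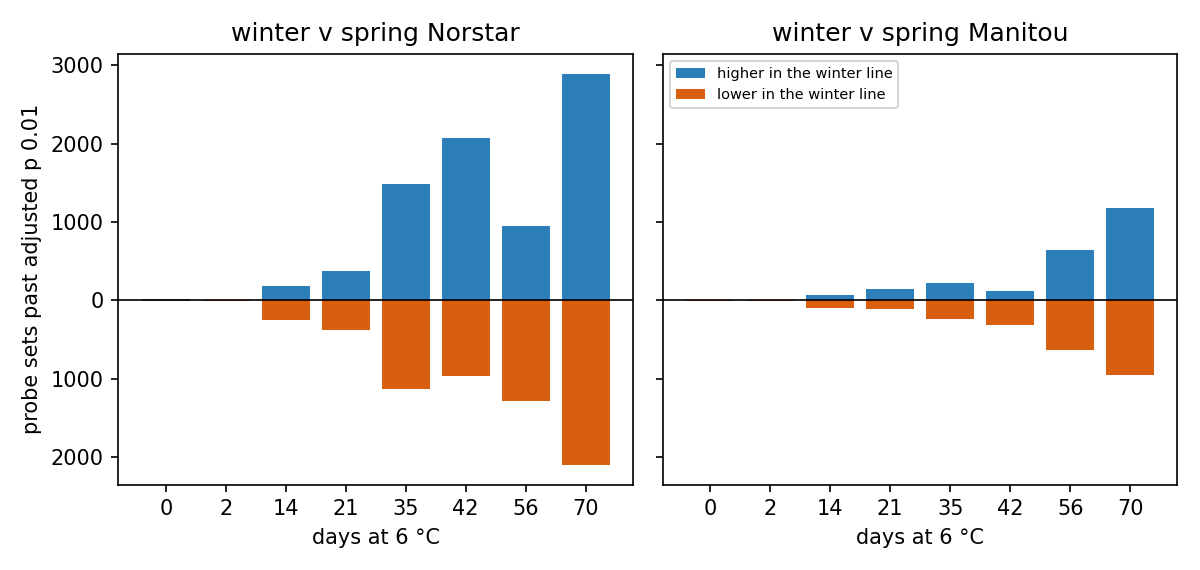
Number of probesets past an adjusted p of 0.01 between the winter and the spring line at each day of cold treatment, with those higher in the winter line drawn upwards and those lower drawn downwards, for Norstar and for Manitou. The counts at 70 days are 4992 in Norstar and 2123 in Manitou, against 26 and 11 at 0 days.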

#### 3.5 Mapping of differentially expressed genes in Rice and Brachypodium genome

The swapped *Vrn-A1 *locus in Norstar and winter Manitou was determined to be less than 37 cM using 678 SSR markers mapped on a 152 double haploid Norstar × winter Manitou mapping population [4]. There are a number of possible reasons for the low mapping resolution of the swapped *Vrn-A1 *locus, one of which could be the limited number of markers available at the time to these studies. It is also possible that the swapped region was already highly similar (with very low polymorphism) in the two parental genotypes. To assist in determining if the swapped expression profiles were due to genes closely linked to *Vrn-A1 *or genes located elsewhere that were being regulated by *Vrn-A1 *we determined the location of the 2771 differentially expressed genes in the syntenic region of Brachypodium and rice genomes. We used the dataset provided in HarvEST: WheatChip (http://harvest.ucr.edu/ which contains for each of the Affymetrix probeset target sequence the best BLASTX hits from the rice genome ( MSU version 6; January 2009) and Brachypodium ( Phytozome Bradi 1; May 2009) gene models and their genome location allowing us to filter for the differentially expressed genes located in the syntenic region in wheat.

Of the 2771 differentially expressed genes that showed GxT interaction, there were 2352 (84.9%) and 2283 (82.45%) that can be mapped to the Brachypodium and rice genomes, respectively (see Additional file 2). The *Vrn1 *gene homologue is located in chromosome 1 in Brachypodium and in chromosome 3 in rice [37,38]. There were 708 differentially expressed genes that mapped to Brachypodium chromosome 1 and 284 of these also mapped to rice chromosome 3. Brachypodium chromosome 1 was assembled from scaffold 0 (38 Mb) and scaffold 1 (37 Mb), which formed the top and bottom part of the chromosome. There were only 145 differentially expressed genes that can be mapped to scaffold 0 of Brachypodium where the *Vrn1 *homologue is located. Analysis of the mapping data suggests that these genes are located in 18 Mb and 34 Mb of the syntenic regions in Brachypodium and rice genomes, respectively. Among the dynamically expressed genes in Norstar, aside from those encoding the *Vrn1 *genes only Ta.9696.1.S1_at (flowering promoting factor-like 1) mapped to this region. Our data indicate that the majority of the differentially expressed genes are not linked to the *Vrn-A1 *locus and those that exhibit swapped expression between winter and spring habit genotypes are potential direct or indirect targets of the *Vrn-A1 *locus.

## 4. Conclusion

### 4.1 Phenology of wheat response to cold

The progress to the vegetative/reproductive transition (VRT) during vernalization can be revealed by growth in an inductive (warm) environment. Our data indicate that the SAM competence to flower and the morphological transition to a reproductive meristem can be uncoupled. Development of SAM of the four genotypes was delayed (remained morphologically in stage 0 - vegetative) by low temperature even when competent to flower once they were transferred to an inductive environment.

Cold-acclimation in cereals is cumulative and peaks at the point of VRT. The SAM increasingly becomes sensitive to low temperature after VRT even before cold sensitive reproductive structures are formed. This indicates that spring habit genotypes are likely to be cold sensitive not because of the early formation of cold susceptible reproductive structures during winter but due to an altered molecular/physiological state of the SAM after VRT is reached. Our data shows that after VRT the plant continuous to lose the ability to cold acclimate such that at 70 days after cold treatment the winter habit genotypes were almost as cold sensitive as the untreated spring habit genotypes. These observations indicate that identification of the factors regulating VRT is critical to understanding and controlling low temperature adaptation in wheat. The molecular data presented in this report showed that the different state of the SAM before and after VRT can be distinguished based on the differences in their gene expression - allowing us to have a window by which to enter and dissect this phase transition.

### 4.2 Genetic control of LT response in wheat

The large number of genes that changed in expression during acclimation/vernalization of the four genotypes considered in this study once again emphasizes the complexity of the genotype × environment × stage of phenological development interactions and the metabolic pathways and cellular processes that determine LT adaptation in wheat. The identification of genes with expression that are influenced by the interaction of the genotype and the duration of treatment allowed us to enrich for genes that may be directly involved in the development of LT tolerance.

Analyses of the expression profiles of the known cold-induced genes provided novel insights into the mechanisms that underpin their regulation. We confirmed the constitutive expression of the *Ta.Vrn-A1 *gene in the spring genotypes and demonstrated that it is distinct from *Ta.Vrt1*. Our data indicates at least two regulatory networks control the level of expression of many of the known cold-responsive genes. Consistent with the phenotypic response of the shoot apical meristem to cold treatment, the molecular evidence shows that the initial rate of response of these genes was not controlled by the *Vrn-A1 *locus. However, the duration of the expression of these genes was regulated by the *Vrn-A1 *locus and the VRT is a key factor affecting LT tolerance gene expression. These observations provide strong molecular support for the developmental model of LT tolerance gene regulation in wheat [1]. While more research is needed to determine how the sets of genes we have reported affect the wheat plants response to cold, our findings provide directions for future attempts to expand our understanding of low-temperature adaptation in cereals.

## Authors' contributions

BF, RC, SG and DLC designed the experiment. BF carried out the phenotypic analysis (LT_50 _and FLN determination) and cold-treatment of the biological materials. SG isolated the total RNA. DLC and FY analyzed the microarray data. DLC and BF interpreted the results. RC, OA and DLC coordinated the study. DLC wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Correlation of variance heatmap and dendogram**. Correlation of variance heatmap and dendogram for the 96 × 96 matrix of pairwise comparisons between samples. Click here for file

Additional file 2 **Differentially expressed genes**. Annotated list of 2771 differentially expressed genes that show GxT interaction. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

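Crown tissue of 4 near isogenic wheat lines was measured after 8 durations of cold treatment, with 3 samples in each of the 32 groups of line and day, and each of the 96 samples was hybridized to its own Affymetrix Wheat GeneChip. The authors extracted the probe signals with MAS 5.0 and processed them by RMA in GeneSpring (version not stated), with background correction, quantile normalization over arrays and summarization of probes to probesets. The deposited values are therefore log2 signals that were already normalized, and they were used without further scaling. They ran from 1.92 to 14.73. The table had 61290 probesets, of which 111 were Affymetrix controls and were left out.

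Present calls were not used here. Instead, the 61179 other probesets were ranked by their highest group mean, and the first 39288 were kept, the number that the paper states as present, which set a limit at a log2 value of 5.15. Of these, 7745 with names ending in _x_at or _s_at were dropped as cross-hybridizing, which left 31543 (51.6%) for testing. The arrays took no count of reads, so precision rests on 3 arrays per group. Within a group the correlation between arrays across probesets ran from 0.971 to 0.996 with a median of 0.993, and 63 of the 96 arrays correlated best with an array of their own group. The median residual SD was 0.149 on the log2 scale.

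For each probeset a linear model with 32 group means was fitted in limma 3.58.1 under R 4.3.3, with data.table 1.17.8 to read the values. Duration, genotype and their interaction were tested by moderated F tests of contrasts equal to the balanced main effects and interaction, and p-values were adjusted over the probesets tested by the Benjamini-Hochberg method, at 0.01 and 0.001. Pairs of lines were tested with the same model on their 48 arrays, since the text of the paper names no model for the pairs. Contrasts of the 32-group model gave the response at 2 days against 0 days in each line (adjusted p under 0.01 and at least 2-fold), the difference of that response between lines (rate), the mean level of the winter minus the spring line over 14, 21, 35 and 42 days, and the difference between winter and spring lines in the change from 2 days to those days (duration). Intervals are at 95%. Principal components, average-linkage clustering, shares of variation, largest folds over time and k-means with 8 clusters are descriptions and carry no test. They were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0.

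The genes named were set by a rule. It names every probeset in Table 5, Figs. 7 to 9 and the text of section 3.2.3, whose published fold-changes had been seen. For each leading comparison it adds the 10 probesets with the largest absolute change past the threshold whose groups do not overlap, or with the largest absolute change alone where the comparison is an interaction. For each gene group it adds the 3 members with the smallest adjusted p. A few probesets outside the rule are named as chosen after their values were seen.

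Gene groups were to come from a table of gene names for the whole array. The platform table named 1273 probesets, and its names gave 2 antioxidant members, 1 lipid transfer and 1 transport member and 0 for every other group, so the same patterns were applied to the descriptions in Additional file 2. Of that file the first 1742 probesets were held here, and 1714 of them were tested. The study selected them on these samples, so group counts are not independent evidence and competitive set tests were not run. The groups were cold-regulated, dehydrin and LEA, CBF, flowering and MADS, photosynthesis, histone, cell cycle, fructan, ribosomal, heat shock, antioxidant, defence, lipid transfer, cell wall and transport. Groups with 4 members or fewer are given as values only. Patterns for floral organ, seed storage and root genes found 0 members.

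The procedure was tested on simulated arrays with differences of known size. The groups, tests, thresholds, gene rule and a set of alternatives were fixed before the data were examined. The alternatives varied the brightness limit, the name filter, the scaling of arrays, the moderation of the variance, array quality weights, a block for the replicate number, the replicates used, the linkage, the centring, the number of clusters and the days compared. A block for arrays of the same day and replicate number, the removal of 4 arrays at 0 days, the interaction test of the 4-line model for pairs and the difference of the winter minus spring level between backgrounds were added after the values were seen. Up to 100 other splits of the arrays were tested for each count. Flowering, leaf number, apex and survival measurements of the paper, its rice and Brachypodium mapping and its clustering of ontology terms were not analysed here.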

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

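The tests of the shared harvest, of the marker genes with a fixed harvest block and of the slope of the 0-day on the later difference were chosen only after the results they explain were seen, and so were the comparison of winter and spring lines at 0 days and the direct test of Norstar against Manitou in the winter minus spring level.

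At 0 days, before any cold, 3 probesets differed between winter and spring lines in both backgrounds, and 1 of them is outside the genes the paper discusses. TaAffx.6654.1.S1_at has no description and was higher in the winter than in the spring line by 1.36 in Norstar (SE 0.14, adjusted p = 2.4e-10) and 1.81 in Manitou (SE 0.14, adjusted p = 2.8e-15). It read 4.81 (SD 0.41, n = 3) in winter Norstar and 5.23 (SD 0.30, n = 3) in winter Manitou, and 3.46 (SD 0.41, n = 3) and 3.43 (SD 0.24, n = 3) in the spring lines. All but the winter Manitou mean lay under the brightness limit of 5.15, so the sizes of its differences are uncertain. After 2 days all lines lay between 2.89 and 3.25. TaAffx.143995.17.S1_s_at, whose name shares its number with the probeset that the paper matches to Vrn1 of T. monococcum, was dropped by the name filter and singled out after its values were seen. Its winter minus spring difference at 0 days was -4.56 in Norstar and -4.41 in Manitou, from 3.11 (SD 0.27, n = 3) and 3.43 (SD 0.51, n = 3) in the winter lines to 7.67 (SD 0.10, n = 3) and 7.84 (SD 0.14, n = 3) in the spring lines. These winter means lay under the brightness limit of 5.15, so the sizes of its differences are uncertain. At 70 days it read 10.60 (SD 0.03, n = 3) and 10.74 (SD 0.12, n = 3) in the winter lines and 10.31 (SD 0.23, n = 3) and 10.08 (SD 0.28, n = 3) in the spring lines. These values at 70 days were not compared by a test.

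The 0-day arrays with replicate number 2 deviated from their group means together in all 4 lines, with correlations between arrays of 0.547 to 0.752 and a mean of 0.672 (0.491 and 0.473 for numbers 1 and 3). The interquartile range of 0 of the 4 arrays lay outside that of the other 92, but quantile normalization sets this range, so lower quality stays open, and the SD of their deviations was 0.218 to 0.288 against a median of 0.132 for the other arrays. All 4 correlated best with an array of another line, which had been set as a sign of a wrong label, but a shared deviation of the day gives that result too, and by Vrn-A1, the background probesets and COR14a 0 of the 4 arrays lay nearer to another line or day, so a mislabelled line or day is argued against. A shared harvest or processing of arrays of a day and number is a candidate explanation, since same-numbered arrays of a day correlated by 0.169 on the other days as well. Whether the plants, the handling or the quality of the arrays differed stays open, and no biological explanation was tested.

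Few probesets differed in 2-day response between winter and spring lines, 1 in Norstar and 2 in Manitou. Of simulated 2-fold differences, 85.1% were called at 3 arrays per group (19.4% of 1.41-fold and 97.0% of 4-fold). The simulated errors were independent between arrays and of 1 size per probeset on all days. They lacked the shared deviations of the 0-day arrays and the larger spread of those of replicate 2. The simulation therefore cannot decide whether too little power explains the low counts, least of all for noisier probesets such as the genes of Figure 8, with an SE of 0.34 to 0.64. A shared deviation of the 0-day arrays that hides differences is argued against, since 5 probesets in all were called with a fixed harvest block. Other splits of the arrays gave as many calls in 26 of 100 splits in Norstar (highest other 39) and 33 of 100 in Manitou (highest other 89), so chance cannot be excluded for these counts. The largest splits placed both 0-day replicate 2 arrays in 1 group (highest 39 there and 6 elsewhere in Norstar, 89 and 5 in Manitou), which points to the structure of the 0-day samples. Differences may remain uncalled, above all those under 2-fold or in noisy probesets.

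Over 14 to 42 days the winter minus spring level differed in 6019 probesets in Norstar and 2712 in Manitou, and 617 differed between Norstar and Manitou when tested directly, which singled out this pattern. Most of these differences were small: 362 of the 6019 and 139 of the 2712 reached 2-fold. A larger spread in Manitou is argued against by a ratio of the residual SD, Manitou over Norstar, of 0.961. Differences present before cold treatment are argued against as the whole cause by a slope of the 0-day on the later difference of 0.187 over the Norstar calls; the share of these also called at 0 days, 0.382%, decides nothing, since only 26 were called at 0 days, and 23 of those 26 are among them. Effects of similar size with calls lost by the threshold are argued against by a slope of the Manitou on the Norstar difference of 0.547, although selection on the Norstar calls lowers it and the slope of the Norstar on the Manitou difference, over the Manitou calls, was 1.11. A weaker effect of the locus in the Manitou background may therefore hold for part of the probesets, as a hypothesis found and tested on the same arrays, and other donor segments in each near isogenic line that act only in the cold stay open.

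The 2-day response differed between backgrounds for 90 probesets in the winter lines and 103 in the spring lines, by the interaction test, which singled them out. For the winter lines 1 of 100 splits, the real one, was as large (highest other 13). Such splits turn the constant difference between the lines into spread, so they cannot decide whether the 90 arose by chance. For the spring lines 2 of 100 were as large and the highest other split called 744. In that split the 0-day arrays had the real lines exchanged and the 2-day arrays the real lines, so it holds the constant difference between the lines and points to a structure of the samples.

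For each of the following counts 1 of 100 splits, the real one, was as large. This argues against chance for duration, genotype and the winter minus spring level. Splits of the lines were drawn within each day, so a constant difference between lines becomes spread or interaction in them. For the interaction and the duration difference they therefore cannot decide whether a count arose by chance. The counts and the highest of the other splits were 26047 and 0 for duration at 0.001, 14432 and 14 for genotype at 0.001, 3278 and 296 for the interaction at 0.001, 6019 and 560 for the winter minus spring level in Norstar and 2712 and 0 in Manitou, and 333 and 1 for the duration difference in Norstar and 22 and 1 in Manitou. For genotype and duration in pairs they were 3861 and 105 (winter v spring Norstar), 3690 and 0 (winter v spring Manitou at 0.01), 7356 and 1 (winter Norstar v winter Manitou) and 5754 and 0 (spring Norstar v spring Manitou), and with the interaction 760 and 34, 432 and 0, 432 and 1, and 170 and 0. For 2 days v 0 days in 1 line, 10 splits are too few for a share under 5%: the counts and the highest other were 1556 and 1 in winter Norstar, 1659 and 9 in spring Norstar, 2010 and 39 in winter Manitou and 1835 and 39 in spring Manitou.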

How the results depend on the processing

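The tests with a harvest block, with the interaction of the 4-line fit and without the 0-day replicate 2 arrays of the 4 lines were chosen only after the results were seen.

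Of 385 contrasts of named genes, 310 fell on the same side of the threshold under every alternative run for them and 0 reversed. Those alternatives were array quality weights, arrays centred on their median, no moderation, the replicate block and each replicate left out. Over the single settings, 2552 comparisons of named genes were unchanged, 116 lost the call and 27 gained it. Of the largest folds of Table 5 genes, 485 values moved by less than the spread between replicates and 55 moved by more. Among counts and descriptions, 522 values held and 222 moved. Centring arrays on their median moved 0 of 63 counts and descriptions and ended 1 of the 385 named contrasts. Limits of the results include the number of arrays, the deviations shared by arrays of a day and replicate number and, for dim probesets, signal near background. The brightness limit was a log2 value of 5.15, and values under it were treated as near background.

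With the 20000 brightest probe sets, fewer probesets were tested, so counts were lower: for duration 14460 at 0.01 (28145 with the main setting) and 14113 at 0.001 (26047), for genotype 10141 (17175) and 8803 (14432), for both 9926 (16046) and 8464 (12981), for all effects in spring Norstar v spring Manitou 112 (170), in that pair only 45 (78), and for the rate of winter v spring lines 0 in Norstar (1) and 1 in Manitou (2). Without the name filter, 16 probesets were higher for duration in Manitou (9), and without moderation 8 were lower (13).

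Array quality weights raised the interaction to 13862 at 0.01 (5344) and 8959 at 0.001 (3278), all effects to 11160 (4548) and 7055 (2703), the rate difference of Norstar v Manitou to 228 for winter (90) and 239 for spring lines (103), the winter minus spring level in Manitou to 2456 higher (1434) and 2855 lower (1278), and the duration difference to 816 higher (216) and 329 lower (117) in Norstar and 94 higher (9) and 125 lower (13) in Manitou. For pairs they gave 2037 with all effects in winter Norstar v winter Manitou (432), 344 in spring Norstar v spring Manitou (170), 1668 in winter v spring Norstar (760), and in winter v spring Manitou 6531 for genotype and duration at 0.01 (3690) and 1505 (432) and 764 (160) with the interaction, and 1282 in the winter pair only (192) and 1045 in the Norstar pair only (571). The cause was not tested.

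At unadjusted p the pairs gave 1289 in winter Norstar v winter Manitou (432), 556 in spring Norstar v spring Manitou (170), 1587 in winter v spring Norstar (760), and in winter v spring Manitou 5870 without (3690) and 1457 with the interaction at 0.01 (432) and 656 at 0.001 (160), with 623 (192), 251 (78) and 1037 (571) in 1 pair only. With the spread taken from all 96 arrays, 285 passed in spring Norstar v spring Manitou (170), 703 at 0.01 (432) and 380 at 0.001 (160) in winter v spring Manitou, and 126 in the spring pair only (78). With only the arrays of the lines compared, the rate called 3 in Norstar (1) and 1 in Manitou (2), and the duration difference was higher for 136 in Norstar (216). With only 21 and 35 days, the level was higher for 2135 in Norstar (3213) and higher for 801 (1434) and lower for 500 (1278) in Manitou. The cause was not tested.

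Principal component 1 held 34.7% of the variance, 27.2% with genes scaled to unit variance, 37.6% on the linear scale and 32.1% without the brightness filter. Components 1 to 3 held 70.2%, then 50.2%, 73.6% and 65.6%, and with unit variance components 2 and 3 held 12.1% (22.8%) and 11.0% (12.7%). As means of own shares, genotype held 15.1% (37.7%), duration 42.4% (39.6%), the interaction 13.5% (8.82%) and the residual 29.0% (13.9%), and without the brightness filter 35.0%, 37.7%, 9.82% and 17.4%. Clustering on values not centred per gene put 50.0% of the arrays with their background (93.8%), and 6 clusters gave 100% and 10 clusters 70.0% nearer to winter Manitou (87.5%). The cause was not tested.

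Same-numbered arrays of a day deviated together (mean correlation of deviations 0.216, against -0.105 for other numbers of the day and 0.029 for the same number on other days), and 75.7% of same-number pairs of 1 day were over 0.1 (32.8% over all days). A rule that required every pair to be over 0.1 was not met, so the numbers were not treated as pairing the samples. The shared deviation therefore stays in the spread of the main tests between lines. Calls of single named genes were not repeated with a block for day and replicate number. A replicate block moved 0 of 42 counts by 1.5 times, with 187 in spring Norstar v spring Manitou (170), and 6 named contrasts gained the call. A harvest block (1 per day and replicate number, consensus correlation 0.163) raised the duration difference as a fixed block to 701 higher (216) and 286 lower (117) in Norstar and 26 (9) and 25 (13) in Manitou, the rate of Norstar v Manitou to 238 for winter (90) and 211 for spring lines (103), the rate of winter v spring Norstar to 3 (1), and the interaction alone in winter v spring Manitou at 0.01 to 1470 (653). As a random block it gave 561, 226, 20 and 22 for duration, 152 and 172 for the rate of Norstar v Manitou, 3 for winter v spring Norstar, and 5307 (3278) and 8393 (5344) for the interaction and 4209 (2703) for all effects at 0.001. Without the 0-day replicate 2 arrays, 137 passed for the rate of winter Norstar v winter Manitou (90). With the interaction of the 4-line fit the pairs gave 1794 (432), 1495 (170), 1414 (760), and 2019 at 0.01 (432) and 1008 at 0.001 (160) in winter v spring Manitou, with 278 (78) in the spring pair only and 228 (571) in the Norstar pair only. The cause was not tested.

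Leaving out 1 replicate of every group leaves 2 arrays per group, and most counts were lower. Lowest to highest, with the value from all arrays in parentheses, the interaction gave 1705 to 2250 (5344) at 0.01 and 808 to 908 (3278) at 0.001, and all effects 1530 to 1883 (4548) and 720 to 818 (2703). Genotype and duration gave 3739 to 4988 (7356) in winter Norstar v winter Manitou, 2994 to 3371 (5754) in spring Norstar v spring Manitou, 2100 to 2435 (3861) in winter Norstar v spring Norstar, 1083 to 3300 (3690) in winter Manitou v spring Manitou, and with the interaction 68 to 155 (432), 24 to 41 (170), 132 to 180 (760), 41 to 218 (432) in the same order, with 12 to 31 (160) at 0.001 in the last. In 1 pair only were 40 to 78 (192) for the winter pair, 14 to 24 (78) for the spring pair and 82 to 111 (571) for the Norstar pair. The rate difference called 16 to 84 (90) and 23 to 57 (103) between backgrounds in winter and spring lines, 0 to 0 (1) between winter and spring Norstar and 0 to 1 (2) between the Manitou lines. The duration difference was higher for 29 to 77 (216) and lower for 23 to 63 (117) in Norstar, and 3 to 7 (9) and 0 to 9 (13) in Manitou. The level was lower for 1626 to 2144 (2806) in Norstar, and in Manitou higher for 575 to 1103 (1434) and lower for 582 to 859 (1278). Counts by largest fold were, in winter Norstar 567 to 637 (2017) at 1.5-fold, 401 to 478 (1172) at 2-fold, 128 to 196 (246) at 5-fold, 56 to 115 (96) at 10-fold; in spring Norstar 575 to 761 (2361) at 1.5-fold, 474 to 631 (1726) at 2-fold, 141 to 216 (369) at 5-fold, 57 to 74 (104) at 10-fold, 16 to 20 (25) at 25-fold. They were, in winter Manitou 543 to 652 (2145) at 1.5-fold, 392 to 511 (1303) at 2-fold, 118 to 161 (248) at 5-fold, 46 to 61 (81) at 10-fold; in spring Manitou 569 to 748 (2367) at 1.5-fold, 478 to 625 (1747) at 2-fold, 174 to 221 (367) at 5-fold, 57 to 80 (131) at 10-fold, 11 to 19 (21) at 25-fold. The residual held 9.53 to 11.1 (13.9) percent of the variation, the interaction 10.1 to 10.7 (8.82), duration 40.6 to 41.8 (39.6), component 1 34.8 to 35.1 (34.7) and components 1 to 3 70.4 to 71.6 (70.2) of the variance.

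Alternatives for the gene groups were not run, since the groups were drawn from genes that the study had selected.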

Differences from the paper's values

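The interaction of the 4-line fit, used below for pairs of lines, was chosen among tests only after the result was seen.

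Probesets with genotype, duration and interaction effects numbered 432 here in winter Norstar v winter Manitou at 0.001, against the paper's 1952. Of the alternatives set before the data were examined, array quality weights (2037) brought the count within 1.5 times of the paper's value. No brightness filter (403), the 20000 brightest probesets (374), no name filter (580), arrays centred on their median (417), no moderation (329), the replicate block (468), each replicate left out (155, 123 and 68), unadjusted p (1289) and all 96 arrays (478) did not. For spring Norstar v spring Manitou the count was 170 against the paper's 1717, and none of the alternatives closed the gap, the largest being unadjusted p (556), array quality weights (344) and all 96 arrays (285).

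For winter v spring Norstar the count was 760 against the paper's 1521. No name filter (1021), array quality weights (1668), unadjusted p (1587) and all 96 arrays (1065) brought it within 1.5 times, and no brightness filter (697), the 20000 brightest probesets (754), centred arrays (750), no moderation (639), the replicate block (837) and each replicate left out (180, 132 and 133) did not. For winter v spring Manitou at 0.01 it was 432 against the paper's 2164. Array quality weights (1505) and unadjusted p (1457) brought it within 1.5 times, and no brightness filter (399), the 20000 brightest (484), no name filter (621), centred arrays (414), no moderation (374), the replicate block (485), each replicate left out (41, 51 and 218) and all 96 arrays (703) did not. At 0.001 this pair had 160 here against the paper's 0, and every alternative stayed above 0, from 12 without replicate 1 to 764 with array quality weights.

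In Figure 10 the probesets of the spring pair only were 78 here against the paper's 265. Unadjusted p (251) brought the count within 1.5 times, and all other alternatives (14 to 126) did not. Those of winter v spring Norstar only were 571 here against the paper's 246, and no alternative came within 1.5 times, from 82 without replicate 1 to 1045 with array quality weights. The interaction of the 4-line fit, chosen after seeing the values, gave 1794, 1495, 1414 and, in winter v spring Manitou at 0.01, 2019 for the 4 pairs in the order above and 278 and 228 for the parts of Figure 10, all within 1.5 times of the paper's values, while at 0.001 it gave 1008 in winter v spring Manitou. How many of the paper's called probesets it drops could not be counted, since the paper's lists for the pairs were not used here.

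The residual held 13.9% of the variation here against the paper's 0.05%. The mean of own shares (29.0%) and no brightness filter (17.4%) did not bring it nearer.

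The paper places the duration of cold on principal component 1. Here component 1 followed the lines (91.4% of its score variance lay between lines) and component 2 followed duration (82.6% between durations). With genes scaled to unit variance (87.4% between durations) and on the linear scale (76.8%), component 1 followed duration.

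The paper counts BLT14.1 (Ta.13784.1.S1_at) among the genes whose early response was alike in the Norstar and Manitou backgrounds. Its response was larger in spring Norstar than in spring Manitou by 1.60 here (SE 0.34, adjusted p = 0.0043), and the difference of 1.40 in the winter lines (adjusted p = 0.024) did not pass over all probesets. Adjusted over the 40 rate comparisons of the genes of Figure 8 alone, the difference in the winter lines passed (adjusted p = 4.1e-04). The paper describes a decline of the genes of Figure 8 right after 2 days in the spring lines. At 14 days 1 of 10 was lower in spring Manitou past the threshold, LEA76 (Ta.613.1.S1_at), and 0 of 10 in spring Norstar (6 and 1 at an unadjusted p under 0.05). The highest daily mean fell at 2 days for 6 of 10 in spring Manitou. A missing call does not show that a gene held its level, so these counts do not exclude a decline. The paper names COR14a (Ta.1165.1.A1_at) as the most dynamic gene of the spring lines. Its Table 5 and the values here both give SAG12 (Ta.29534.1.S1_at) a larger fold, 197 against 189 in spring Norstar and 232 against 203 in spring Manitou, but the lowest means of SAG12, and of COR14a in spring Manitou, lay under the brightness limit of 5.15, so the sizes are uncertain. Of 108 largest folds compared with Table 5, 0 differed.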

Other observations

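The tests at 70 days and of the difference between backgrounds in the winter minus spring level were chosen only after the results were seen.

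Of 7 flowering and MADS probesets in the part of Additional file 2 used, Vrn-A1 and Vrt1 among them, 6 were lower and 1 higher in the winter line over 14 to 42 days in each background (the same adjusted over the list alone), and the list, chosen by the study, is not independent evidence. The 1 higher, TaAGL18 (Ta.21250.1.S1_at), a MADS-box factor, was higher over 14 to 42 days in the winter than in the spring line by 0.58 in Norstar (SE 0.06, adjusted p = 2.0e-13) and 0.64 in Manitou (SE 0.06, adjusted p = 1.4e-14). It fell within 2 days by 0.70 in winter Norstar (SE 0.11, adjusted p = 6.0e-07), and at 70 days the winter and spring lines differed by 0.07 in Norstar (adjusted p = 0.73). The amylase inhibitor-like protein Ta.14568.1.S1_at, of the defensin-like family, was lower in the winter line over 14 to 42 days by -4.68 in Norstar (SE 0.25, adjusted p = 5.5e-26) and -2.52 in Manitou (SE 0.25, adjusted p = 6.1e-13), and the backgrounds differed in this by -2.16 (SE 0.35, adjusted p = 9.5e-06), with winter Norstar under the brightness limit of 5.15 at 21, 35 and 42 days, so that the sizes are uncertain.

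Some genes outside those the paper discusses fell within 2 days in 1 background and lay under the brightness limit of 5.15 in the other. A fall was hard to measure there, so their values do not show a different response. A pathogen-related protein (Ta.22508.1.A1_at) fell in winter Norstar by 3.27 (SE 0.19, adjusted p = 7.4e-23), from 6.52 (SD 0.24, n = 3) to 3.25 (SD 0.17, n = 3), and winter Manitou read 3.04 (SD 0.13, n = 3) at 0 days. Ta.1459.1.S1_at, described only as an expressed protein, fell in winter Manitou by 2.65 (SE 0.25, adjusted p = 2.3e-14), from 7.48 (SD 1.09, n = 3), and winter Norstar read 4.59 (SD 0.08, n = 3) at 0 days.

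Gene groups drawn from Additional file 2 are not independent evidence. In each, the first counts are higher and lower in winter than in spring lines over 14 to 42 days, and those in parentheses are adjusted over the list alone. Antioxidant genes had 19 and 6 of 31 in Norstar (19 and 6) and 15 and 9 in Manitou (15 and 10). Defence genes had 13 and 11 of 28 (15 and 12) and 12 and 10 (13 and 12). Lipid transfer genes had 14 and 5 of 23 (14 and 6) and 7 and 3 (8 and 4), transport genes 14 and 18 of 48 (15 and 19) and 7 and 19 (8 and 22), and fructan genes 5 and 1 of 7 (5 and 1) and 5 and 0 (5 and 0). Photosynthesis genes, which mark leaf tissue, had 17 and 2 of 24 (17 and 2) and 8 and 2 (10 and 3). Cell wall genes had 1 and 7 of 12 (2 and 7) and 0 and 6 (0 and 8), ribosomal genes 4 and 6 of 15 (4 and 6) and 4 and 0 (4 and 0), cell cycle genes 3 and 3 of 11 (3 and 4) and 1 and 0 (1 and 1), and heat shock genes 2 and 3 of 10 (3 and 3) and 1 and 2 (1 and 2). Within 2 days in winter Norstar, 1 of the 10 heat shock genes rose and none fell.

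The platform table named few group members, given as values only. The winter minus spring level in Norstar was 0.00 (SE 0.05) for LOC543108 by Ta.14503.1.S1_at and 0.05 (SE 0.04) by Ta.24688.2.S1_a_at, 0.12 (SE 0.07) for LOC543095 (Ta.1282.4.S1_at) and -0.27 (SE 0.06) for LOC543149 (Ta.28364.1.S1_at).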
